# A novel role for the E2F transcription factor and the ER stress sensor IRE1 in cytoplasmic DNA accumulation

**DOI:** 10.1093/genetics/iyaf190

**Published:** 2025-09-11

**Authors:** Arghya Das, Yining Li, Yiting Fan, Nam-Sung Moon

**Keywords:** Drosophila, endocycle, endoplasmic reticulum, E2F, unfolded protein response, IRE1, cytoplasmic DNA

## Abstract

The E2F family of transcription factors are key regulators of the cell cycle in all metazoans. While they are primarily known for their role in cell cycle progression, E2Fs also play broader roles in cellular physiology, including the maintenance of exocrine tissue homeostasis. However, the underlying mechanisms that render exocrine cells particularly sensitive to E2F deregulation remain poorly understood. The Drosophila larval salivary gland, like its mammalian counterpart, is an exocrine tissue that produces large quantities of “glue proteins” in the endoplasmic reticulum. Here, we show that E2F activity is important for the exocrine function of the Drosophila salivary gland. The loss of *de2f1b*, an alternatively spliced isoform of Drosophila *E2F1*, leads to elevated DNA damage and accumulation of cytoplasmic DNA (cytoDNA) in the salivary glands. Surprisingly, we found that IRE1, a key sensor of the unfolded protein response, is required for endoplasmic reticulum homeostasis during development that is critical for preventing cytoDNA accumulation in the salivary gland. Importantly, we found evidence demonstrating that IRE1 activity is attenuated in *de2f1b*-deficient salivary glands, contributing to endoplasmic reticulum dysfunction and cytoDNA accumulation. Together, these findings reveal an unanticipated link between endoplasmic reticulum homeostasis and cytoDNA processing and offer mechanistic insights into why exocrine tissues are particularly vulnerable to E2F deregulation.

## Introduction

The E2F families of transcription factors are critical regulators of the cell cycle (van den Heuvel and Dyson 2008). In metazoans, E2Fs tightly control the expression of genes required for cell cycle progression. The essential role of E2Fs in the cell cycle is best illustrated by the fact that their activities are deregulated in nearly all cancer cells (Kent and Leone 2019). Notably, beyond the cell cycle, genetic studies across various model organisms have demonstrated that E2Fs affect a plethora of cellular physiology, such as apoptosis, metabolism, and cell-type specification (Bracken et al. 2004; Chen et al. 2009; Nicolay and Dyson 2013). One of the understudied aspects of E2F biology is the vulnerability of exocrine cells to E2F deregulation. In mice, *E2f1* knockout leads to exocrine gland dysplasia in the salivary gland (SG) and pancreas, defects that worsens with age (Yamasaki et al. 1996). Moreover, *E2f1/E2f2* double-knockout mice and mice expressing hyperactive pRB, the primary inhibitor of E2Fs, develop diabetes due to pancreatic defects (Li et al. 2003; Iglesias et al. 2004; Jiang et al. 2022). Transcriptomic analysis revealed downregulation of exocrine and endocrine genes in *E2f1^−/−^/E2f2^−/−^* pancreases, suggesting E2Fs promote and maintain terminal differentiation of pancreatic cells (Iglesias et al. 2004). Although the same study identified p53-dependent cell death as a contributing factor to pancreatic atrophy in *E2f1^−/−^/E2f2^−/−^* mice (Iglesias-Ara et al. 2015), the precise molecular mechanisms underlying the sensitivity of exocrine cells to E2F loss remain poorly understood. Intriguingly, acinar cells in the *E2f1^−/−^/E2f2^−/−^* pancreas become increasingly polyploid and accumulate DNA damage with age, correlating with pancreatic atrophy (Li et al. 2003).

When the endoplasmic reticulum (ER) function is compromised due to the accumulation of misfolded or unfolded proteins, the unfolded protein response (UPR) is activated to restore and maintain ER homeostasis (Walter and Ron 2011). The UPR consists of three branches: IRE1, PERK, and ATF6 signaling pathways. Among them, the IRE1 signaling pathway is conserved across all eukaryotes, from yeast to humans (Bashir et al. 2021). IRE1 is an ER transmembrane protein composed of a N-terminal ER luminal domain, a transmembrane domain, and a C-terminal cytoplasmic domain (Siwecka et al. 2021). Under normal unstressed conditions, its luminal domain interacts with an ER chaperone, Binding Immunoglobulin Protein (BiP), preventing inappropriate activation of the IRE1 pathway. However, when unfolded proteins accumulate in the ER, BiP dissociates from IRE1, allowing IRE1 to oligomerize and activate its C-terminal domain, which possesses kinase and ribonuclease (RNase) activities. The RNase activity is critical for the IRE1-dependent UPR. The best-characterized substrate of IRE1 is X-box binding protein 1 (XBP1). The *xbp1* mRNA contains a short intronic sequence that disrupts the reading frame of its C-terminal domain. Upon ER stress, activated IRE1 excises this intervening sequence, leading to the translation of functional XBP1 proteins that promote expression of genes that enhance ER functions, such as ER chaperones and protein-folding enzymes (Bashir et al. 2021). Notably, IRE1 is physiologically activated and essential for exocrine tissue development, which naturally have a high demand for ER-dependent protein synthesis (Mitra and Ryoo 2019). For instance, XBP1 deficiency in mice results in abnormalities specifically in secretory organs, such as the pancreas and the SG (Lee et al. 2005).

The Drosophila E2F family is considered as a streamlined version of its mammalian counterpart. While mammals have eight E2F genes, Drosophila has only two: *de2f1* and *de2f2*, each representing distinct groups of mammalian E2Fs (van den Heuvel and Dyson 2008). Despite this simplicity, decades of research have demonstrated that E2F's biological functions are well conserved between fruit flies and mice. Interestingly, *de2f1*, the only Drosophila E2F member capable of promoting cell cycle progression, undergoes alternative splicing (Kim et al. 2018). The difference between the canonical *de2f1* isoform, *de2f1a,* and the alternatively spliced form, *de2f1b,* is the inclusion of a microexon in *de2f1b*, coding 16 amino acids. Precise genomic deletion of the *de2f1b*-specific microexon demonstrated that *de2f1b* is specifically required in polyploid tissues such as the larval SG (Kim et al. 2018). Detailed analysis of the cell cycle revealed that a negative feedback loop that keeps Cyclin E/CDK2 activity in check is deregulated in *de2f1b*-deficient SGs (*de2f1b* SG), which leads to uncoordinated endoreplication (Kim et al. 2021).

Remarkably, SG cells can have more than 1,000 copies of their genome via endoreplication, an atypical cell cycle consisting of repeated G1 and S phases without intervening mitoses (Orr-Weaver 2015). This results in a Drosophila tissue with much higher DNA content per cell than a typical human diploid cell, making it an ideal system to study DNA biology. Importantly, like its mammalian counterpart, Drosophila SG is an exocrine tissue. Starting at the mid-third instar larval stage, SG cells begin producing large quantities of “glue proteins” coded by salivary gland secretion (*Sgs*) genes (Biyasheva et al. 2001). Indeed, the *Sgs* genes are associated with the polytene puffs, the transcriptionally active regions of the polytene chromosomes (Raghavan et al. 1986). Throughout the late third instar larval stage, the glue proteins are synthesized in the ER and stored in secretory vesicles. Upon pupariation, stored glue proteins are secreted into the SG duct and, as the name suggests, they help to “glue” the puparium to solid surfaces during metamorphosis (Monier and Courtier-Orgogozo 2022). Importantly, previous studies have shown that the IRE1 pathway is required in the larval SG, likely supporting the high demand for glue protein synthesis (Huang et al. 2017).

In this study, we report that *de2f1b* SGs exhibit elevated levels of DNA damage and lead to the accumulation of cytoplasmic DNA (cytoDNA). Our investigation of the *de2f1b* SG phenotype demonstrates that physiological activation of the IRE1 pathway is attenuated in *de2f1b* SGs. Unexpectedly, IRE1-dependent ER function is required not only for expression of glue proteins but also for preventing cytoDNA accumulation, contributing, at least in part, to the defects observed in *de2f1b* SGs. Our findings explain why exocrine cells are particularly vulnerable to E2F deregulation and reveal a previously unappreciated link between ER homeostasis and cytoDNA processing.

## Materials and methods

### Fly strains and culture

All Drosophila strains and genetic crosses were maintained at 25 °C on standard cornmeal medium. Complete genotypes of the flies used in each figure are provided in the Supplementary Table 1. The following flies were obtained from Bloomington Drosophila Stock Center (Bloomington, IN, USA): *Df(3R) Exel6186* (BDSC 7665), *Sgs3-GFP* (BDSC 5884), *UAS-H2Av-EGFP* (BDSC 93903)*, UAS-mito-HA-GFP* (BDSC 8442), *UAS-Xbp1-EGFP. HG* (BDSC 60730), *UAS-Ire1^RNAi^* (BDSC 62156), *UAS-Xbp1^RNAi^* (BDSC 36755), *Sgs3-GAL4* (BDSC 6870) and *rbf1*(*Rbf [120a])* (BDSC 81612). The *de2f1b* mutant allele was previously described (Kim et al. 2018) and *UAS-XBP1s* and *UAS-IRE1* flies were generous gift from Dr. Hui-ying Lim at University of Alabama at Birmingham (Yan et al. 2019).

### Immunostaining

For immunostaining, wandering third instar larval (unless indicated otherwise) salivary glands were dissected in PBS and immediately fixed in 4% formaldehyde in PBS for 30 min at room temperature. Fixed tissues were then washed twice 10 min with 0.3% PBST (0.3% Triton X-100 in 1× PBS) and once with 0.1% PBST (0.1% Triton X-100 in 1× PBS). Samples were incubated with primary antibodies in 0.1% PBST containing 5%NGS (normal goat serum) overnight at 4 °C. Samples were then washed with 0.1% PBST, incubated with appropriate secondary antibodies in 0.1% PBST and 5% NGS for 2 h at room temperature, followed by washes in 0.1% PBST prior to mounting. DNA was visualized with 0.1 μg/mL DAPI. Representative images were selected from a minimum of 10 independent tissues. The anti-*γ*H2Av (UNC93-5.2.1) and anti-double-stranded dsDNA (autoanti-dsDNA) antibodies were obtained from the Developmental Studies Hybridoma Bank (https://dshb.biology.uiowa.edu). For anti-dsDNA immunostaining, confocal microscopy parameters were optimized to minimize mitochondrial signal detection while preserving visualization of cytoDNA signals.

### Microscopy and image processing

All fluorescently labeled tissues were mounted using a glycerol-based anti-fade mounting medium containing 5% N-propyl gallate. Images were acquired using a laser-scanning Leica SP8 confocal microscope using either 40×/1.3 oil immersion objective or 63×/1.4 oil immersion objectives at the Advanced BioImaging Facility, McGill University. Representative images are individual slices from z-stacks. All images were processed using Fiji (http://fiji.sc/Fiji).

### Gene expression analysis

For RT-qPCR, RNA was extracted from salivary glands from L3 larvae of the appropriate genotype using the RNeasy Mini Kit (Qiagen #74104). To eliminate genomic contamination, the RNA was treated with RNase-free DNase I. 300 ng of RNA was used to synthesize cDNA using the iScript™ cDNA Synthesis Kit (Bio-Rad #1708891). To analyze the gene expression qPCR was performed using DyNamo Flash SYBR Green qPCR kit (Thermo Scientific™ # F415XL) according to the manufacturer's specification. The primers used in this study are mentioned in Supplementary Table 2.

### Quantification of the *γ*-H2Av foci

To distinguish the *γ*-H2AV foci from the random background noise, the Difference of Gaussian (DoG) algorithm was applied to the confocal images using the Gaussian blur filter in Fiji. By subtracting duplicate images at different blur strengths (image1 (σ = 1)–image2 (σ = 2)), the high-frequency spatial information, including the background noise, was removed. Thresholding was then used to preserve only the high-intensity signals that are the *γ*-H2AV foci. The number of pH2AV foci was counted for every nucleus in a focal plane using the Analyze Particles function.

### TUNEL assay

For the TUNEL assay, tissues were dissected in 1× PBS and fixed in 4% formaldehyde in PBS for 20 min at room temperature. Fixed samples were washed with 2% Triton X-100 for 1 h at RT and TUNEL assays were performed using In Situ Cell Death Detection Kit TMR red (Roche #12156792910) according to the manufacturer's specification.

### RNA sequencing and bioinformatics

RNA sequencing (RNA-seq) was conducted on an Illumina NovaSeq 6000 platform to generate paired-end reads of 100 bp with 25 M reads per sample. The quality of the raw reads was assessed with FASTQC v0.11.8. After examining the quality of the raw reads, no trimming was deemed necessary. The reads were aligned to the fly reference genome with STAR v2.7.6a, with a mean of 87% of reads uniquely mapped. The raw counts were calculated with FeatureCounts v1.6.0 based on the fly reference genome (release 102). Differential expression was performed using the DESeq2 R package. The adjusted *P*-value was calculated using Benjamini-Hochberg correction.

All raw and processed RNA-seq data have been deposited in GEO under accession number GSE294319. Gene ontology (GO) and pathway enrichment analyses were performed using ShinyGO V0.81using the KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway database (http://bioinformatics.sdstate.edu/go/) Ge SX, Jung D & Yao R, Bioinformatics 36:2628 to 2629, 2020. In this result, the most significant (lowest FDR) downregulated genes were categorized as “Protein processing in endoplasmic reticulum”. The gene ontology figure showing the top 5 most significant downregulated KEGG pathways and the volcano plot was generated in R 4.3.3 using ggplot2 (v3.5.; Wickham H, 2016). The complete list of differentially regulated genes in *de2f1b* SGs can be found in Supplementary File 2, and the results of the gene ontology analysis on significantly downregulated and upregulated genes are provided in Supplementary File 3.

### Quantification of XBP1 splicing

Mean intensity for DAPI and XBP1-GFP was measured for each nucleus in focus by manually selecting each nucleus in Fiji. The mean intensity of the XBP1-GFP signal was divided by the mean intensity of DAPI signal for each nucleus.

### Statistical analysis

Two-tailed unpaired t-test was used for all the RT-qPCR results. For nuclear intensity ratio of DAPI and XBP1-GFP intensity and *γ*-H2Av quantification two-tailed Mann-Whitney test was used. For all statistical analyses, *P* < 0.05 was considered statistically significant. *P*-values represent ns = *P* > 0.05; *=*P* < 0.05; **=*P* < 0.01; ***=*P* < 0.001, ****=*P* < 0.0001. Individual data points used to make all the graphs are available in the Supplementary File 1.

## Results

Previous studies demonstrated that *de2f1b* deficiency causes endoreplication defects in Drosophila SGs (Kim et al. 2018, 2021). Given that E2F target genes are required for DNA synthesis, we asked if the polyploid genome of the *de2f1b* SG accumulates DNA damage. Notably, endoreplication in the SG naturally generates under-replicated regions, necessitating constant DNA repair to prevent the free DNA end accumulation (Yarosh and Spradling 2014; Spradling 2017). Consistent with this, control SGs from mid-third instar larvae (96–110 h. AEL, after egg laying) exhibited a basal level of *γ*-H2Av foci, the Drosophila equivalent of *γ*-H2AX foci (Fig. 1a). Interestingly, we observed a higher number of *γ*-H2Av foci in *de2f1b* SGs, indicating an increased level of DNA damage and repair (Fig. 1a). Since E2F targets also include genes required for DNA repair, we examined whether the genomic DNA of *de2f1b* SG is properly repaired via the terminal deoxynucleotidyl transferase dUTP nick-end (TUNEL) assay. While the TUNEL assay is normally used to monitor apoptotic cells, it can also detect free DNA ends produced by DNA damage and repair (Kanoh et al. 1999; Otsuki and Ito 2002; Whelan et al. 2020). Control SGs showed no detectable TUNEL signals, suggesting efficient DNA repair of under-replicated regions (Fig. 1b upper panel). However, numerous TUNEL-positive nuclei were observed in *de2f1b* SGs (Fig. 1b lower panel). To determine if the TUNEL-positive cells in *de2f1b* SGs do not simply represent apoptotic cells, we used antibodies that recognize the activated (cleaved) form of Drosophila effector caspases, Drosophila caspase-1 (DCP-1) and Drosophila caspase interleukin 1β-converting enzyme (DRICE). While both antibodies recognized previously reported apoptotic cells in Drosophila eye discs (Moon et al. 2006), they failed to reveal any discernible caspase activities in control and *de2f1b* SGs (Supplementary Fig. 1). This result indicates that abnormal endoreplication in *de2f1b* SGs leads to heightened DNA damage that remains inadequately repaired.

**Fig. 1.**
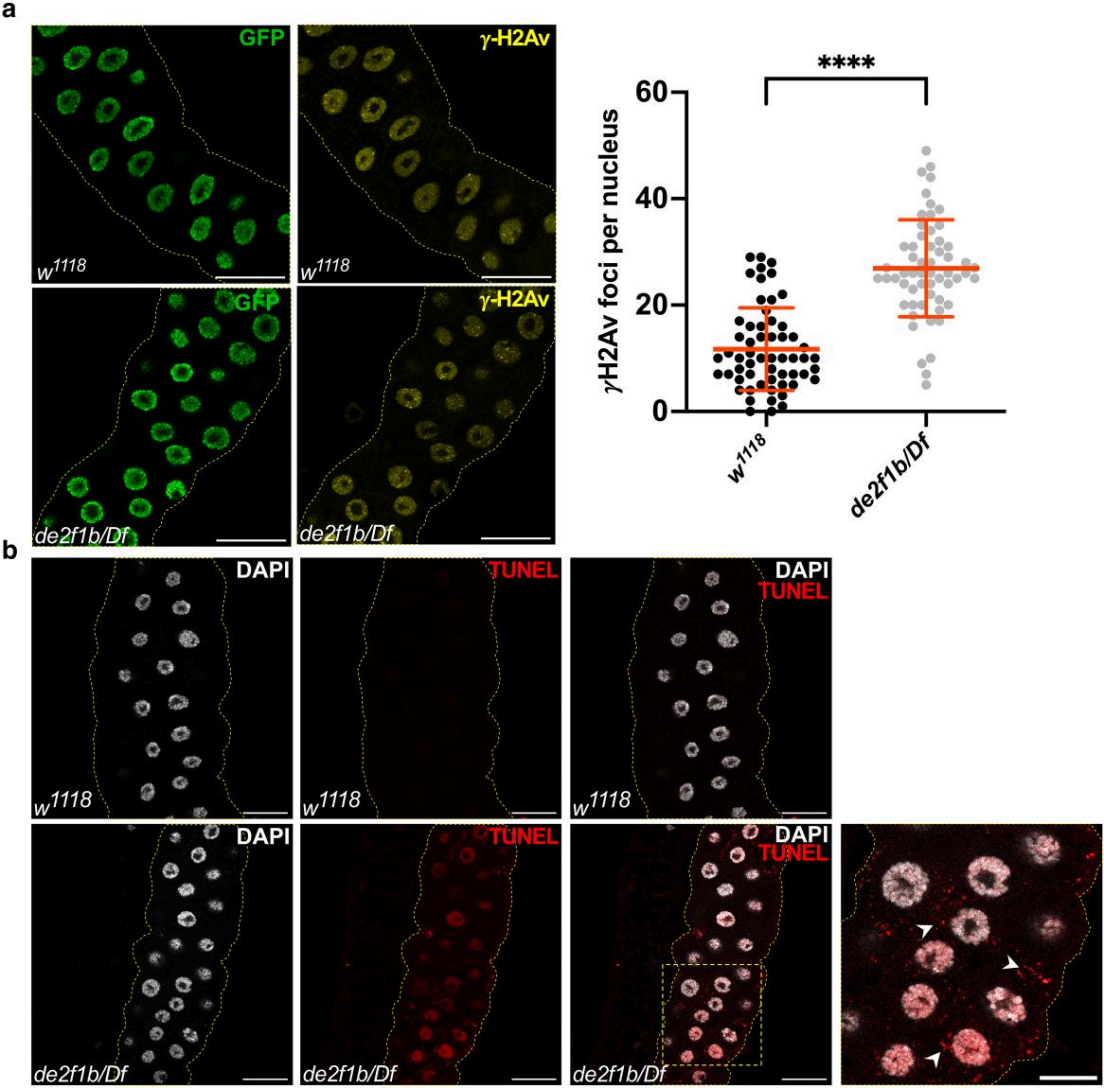
*De2f1b* salivary glands have an increased level of DNA repair and free DNA ends. a) Control (*w^1118^*) and *de2f1b* (*de2f1b/Df*) salivary glands (SGs) expressing GFP-tagged Histone H2Av are stained with an antibody against γH2Av. Quantification of the number of the γH2Av foci normalized by the nucleus area is also shown (****P < 0.0001, scale bars: 50 μm). b) The Terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) assays were performed with control and *de2f1b* SGs. Nuclei are also labeled with DAPI. A magnified view of the box area is also shown. Arrowheads mark cytoplasmic TUNEL signals (scale bars: 50 and 25 μm for the magnified images).

Strikingly, the TUNEL assay consistently produced cytoplasmic signals in *de2f1b* SGs, which were absent in control (arrowheads in Fig. 1b). To determine whether these cytoplasmic TUNEL signals represent cytoDNA, we performed immunolabeling using an antibody that recognizes double-stranded DNA (anti-dsDNA). While strong cytoplasmic signals were absent in control, anti-dsDNA staining revealed robust signals in the cytoplasm of *de2f1b* SGs (Fig. 2a). Notably, we frequently observed anti-dsDNA signals overlapping with weak yet discernible cytoplasmic DAPI signals in *de2f1b* SGs (Fig. 2a, lower panel). The anti-dsDNA was unable to produce a strong nuclear signal in the SG for unknown reasons. To rule out the possibility that the observed cytoDNA signals depict mitochondria, we examined the spatial correlation between anti-dsDNA signals and Mito-GFP, a GFP marker containing a mitochondrial localization signal (Fig. 2b). While the anti-dsDNA was able to recognize mitochondria that were seen as weak cytoplasmic speckles (asterisks in Fig. 2b), the prominent anti-dsDNA signals were clearly distinct from mitochondria (arrowheads in Fig. 2b). Importantly, on no occasion did the cytoplasmic DAPI signals in *de2f1b* SGs overlap with Mito-GFP, indicating that the strong anti-dsDNA signals do not depict mitochondria.

**Fig. 2.**
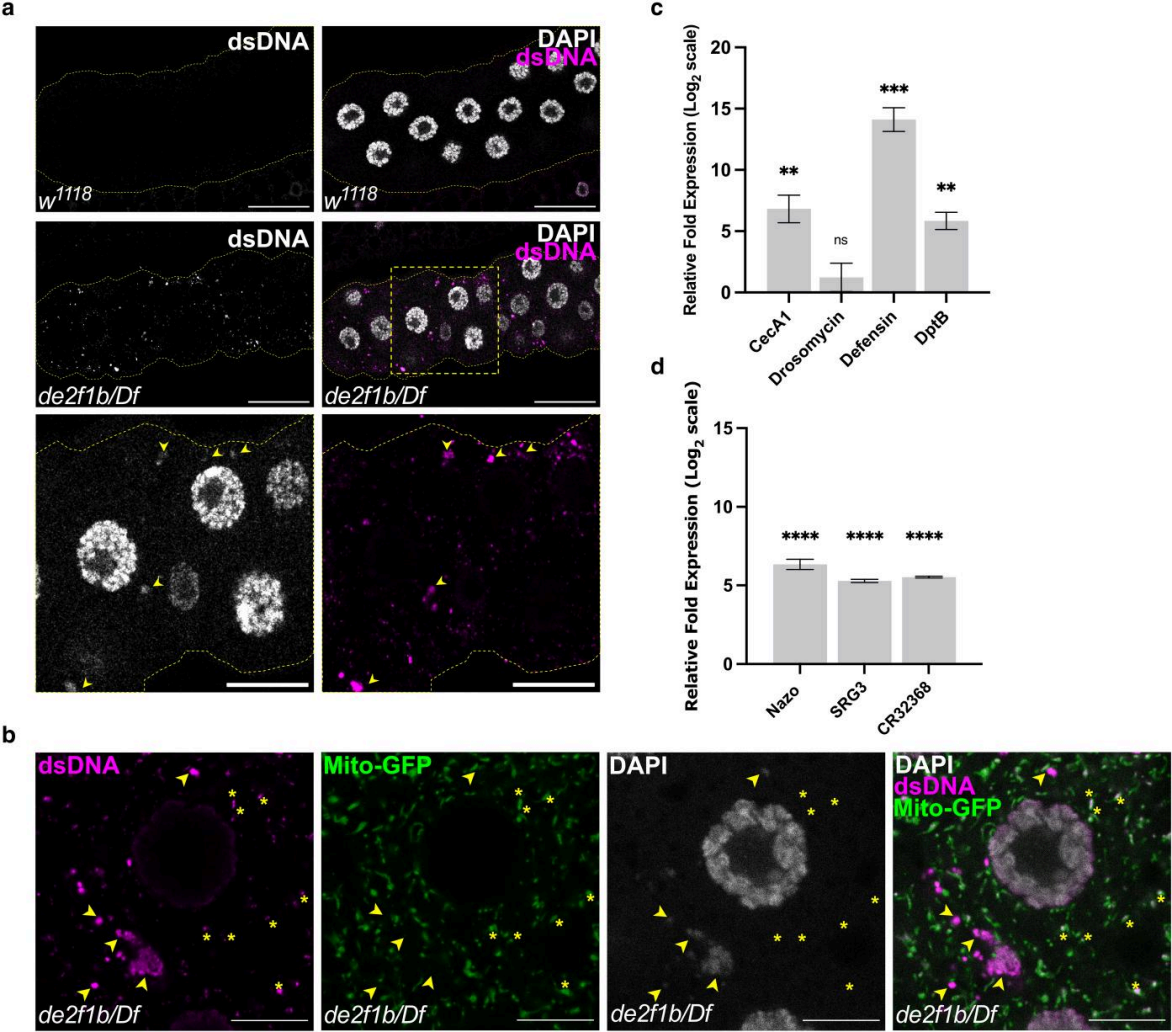
DNA accumulates in the cytoplasm of *de2f1b* SGs. a) Control (*w^1118^*) and *de2f1b* SGs (*de2f1b/Df*) are stained with an antibody against double-stranded DNA (anti-dsDNA) and DAPI. Lower panels show magnified views of the box area (scale bars: 50 and 20 μm for magnified images). Arrowheads mark anti-dsDNA signals that overlap with cytoplasmic DAPI. b) *de2f1b* SGs expressing mitochondrially localized GFP (Mito-GFP) are stained with anti-dsDNA. Arrowheads mark anti-dsDNA signals that overlap with cytoplasmic DAPI and asterisks indicate anti-dsDNA signals that demark mitochondria (scale bars: 10 μm) (c) Antimicrobial peptide gene (AMP) expression levels were measured by RT-qPCR. Relative fold difference of indicated AMPs between control and *de2f1b* SGs are shown (****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05). d) The relative fold differences of the expression of previously identified STING-regulated genes between control and *de2f1b* SGs is determined by RT-qPCR (****P < 0.0001).

CytoDNA is a potent activator of the innate immune response (IIR) in mammals (Decout et al. 2021; Fang et al. 2022). However, its role in the Drosophila IIR remains limited (Martin et al. 2018). For instance, while the mammalian cGAS (cyclic GMP-AMP synthase), which physically binds to cytoDNA and activates STING (Stimulator of Interferon Genes), has been well studied, the Drosophila cGAS ortholog that binds to cytoDNA has yet to be identified (Holleufer et al. 2021; Li et al. 2023). Regardless, we determined if the IIR is activated in *de2f1b* SGs by measuring the expression levels of antimicrobial peptides (AMPs). In Drosophila, the IIR primarily engages the transcriptional activation of AMPs (Lemaitre and Hoffmann 2007). As shown in Fig. 2c, the expression levels of *Cecropin A1*, *Diptericin B*, and *Defensin* were greatly upregulated in *de2f1b* SGs. However, the expression level of *Drosomycin*, a widely studied Drosophila AMP, showed variable expression levels. Interestingly, RT-qPCR analysis also revealed that the expression of previously identified STING-regulated genes in Drosophila was also highly induced in *de2f1b* SGs (Goto et al. 2018) (Fig. 2d). Taken together, these data suggest that cytoDNA accumulates in *de2f1b* SGs and likely elicits the IIR.

To gain deeper molecular insights into the *de2f1b* SG defects, we determined the gene expression profile by RNA-seq. 

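RNA from SGs of L3 larvae was sequenced in *w1118* controls (replicates 1 and 4, n = 2 libraries) and in *de2f1b* mutants (replicates 1 to 4, n = 4 libraries). The deposited values hold no control replicates 2 and 3, and whether these were sequenced is not known. The paper's text does not name the allelic combination of the *de2f1b* larvae used for RNA-seq. The authors aligned the reads with STAR, counted them on each gene with FeatureCounts, and deposited for each library a signal, the read count divided by 1 size factor per library, which is called the normalized count here. In each library every normalized count was a whole multiple of the value of 1 read, so the whole reads were recovered from it. These summed to 78317269 and 94907006 reads on genes in *w1118* replicates 1 and 4, and to 56495956, 57403918, 58535649 and 86202639 reads in *de2f1b* replicates 1, 2, 3 and 4. A single read corresponded to a normalized count between 0.782 and 1.37, and a gene without reads could still have had a normalized count of up to 2.35 to 4.11, the value of 3 reads, a limit that covers counting error only. Of the 23932 entries in the deposited table, the 11099 genes with a normalized count of at least 10 in at least 2 libraries were tested. The test was limma's moderated test with an intensity trend on the log2 of the normalized count plus 1, two-sided, with genotype as the only term and Benjamini-Hochberg adjustment over the genes tested. Gene positions are those of BDGP6.54, a build that the paper does not name. The 2 libraries against 4 can be split in 15 ways, so an exact two-sided permutation test on a single gene cannot give a p below 0.0667, and no gene was tested that way.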

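*E2f1* (FBgn0011766, chromosome 3R, 21620304 to 21660871), from which the *de2f1b* isoform is spliced, had a normalized count of 15605 ± 4329 (SD, n = 2) in *w1118* SGs and 9914 ± 2367 (SD, n = 4) in *de2f1b* SGs, a log2 fold change of −0.66 (standard error 0.27, adjusted p = 0.23, limma), which was −0.37 without *w1118* replicate 4. Counts per gene cannot show the splicing of the exon of 48 bp at 21624245 to 21624292, which 2 of the 6 annotated *E2f1* transcripts hold as exon 4 of 7. Across the genes tested, 352 were higher and 119 were lower in *de2f1b* SGs at an adjusted p-value under 0.05, so that 74.7% of the changed genes were higher. At an unadjusted p-value under 0.05, 1387 genes were higher and 1009 lower, while at the same threshold more genes were lower than higher with a mean of at least 100 (811 higher and 917 lower) and under quantile normalization (898 higher and 1126 lower). In each of the 471 changed genes all *de2f1b* libraries lay on one side of both controls. This separation was seen in 33.4% of all genes tested (1932 higher and 1777 lower), where chance gives 13.3%. The counts moved most with the replicate number as a block, which left 5 higher and 2 lower genes, and with the DESeq2 test on the recovered reads, which gave 1108 higher and 624 lower genes. The fit with the block estimates the difference within 2 pairs of libraries, and the replicate numbers do not pair the libraries. Without *de2f1b* replicate 1, 111 genes were higher and 40 lower.

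The largest fall among the changed genes with a group mean of at least 100 was that of *CG13135* (FBgn0032184, chromosome 2L, 10122129 to 10122771), from 441706 ± 222809 (SD) to 118 ± 132 (SD), a log2 fold change of −12.60 (adjusted p = 0.00468). Its value was −13.35 without *de2f1b* replicate 2 and −11.74 without replicate 3. The next largest falls were those of the Bomanin genes *BomS3*, *BomS1*, *BomT2* and *BomS2*, immune peptide genes that lie together on chromosome 2R from 18383949 to 18389443, with log2 fold changes of −9.17, −8.52, −7.82 and −7.38. With a pseudocount of 10 those of *BomS3*, *BomT2* and *BomS2* were −7.20, −5.42 and −5.24. *BomS1* had no more than 3 reads in each *de2f1b* library and was at least 213-fold lower. The largest rise was that of *CG43182* (FBgn0262811, chromosome X, 353067 to 353317), with 7674 ± 4029 (SD) in *de2f1b* SGs and no more than 3 reads in either control, at least 2920-fold higher (adjusted p = 0.000663). *LysX* (FBgn0004431, chromosome 3L) rose from 2.75 ± 3.89 (SD) to 1507 ± 985 (SD), a log2 fold change of 8.88. *lectin-24A* (FBgn0040104), *CG13032* (FBgn0036652) and *CG43742* (FBgn0263999), each with no more than 3 reads in either control, were at least 142-fold, 128-fold and 130-fold higher.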

Although dE2F1 is a well-known activator of transcription, more genes were upregulated than downregulated in *de2f1b* SGs, 1105 vs 621 respectively (Fig. 3a and Supplementary File 2). This indicates that many transcriptional changes induced by dE2F1b deficiency are likely indirect. Additionally, while the best-studied targets of dE2F1 are cell cycle-regulated genes, ontology analyses did not reveal that they are enrich in either up- or downregulated genes (Supplementary File 3). 

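A list of E2F-dependent cell cycle genes had 43 members among the genes tested, of which 22 were lower and 21 higher in *de2f1b* SGs. Their median log2 fold change was −0.02, and limma's camera, a test of a list against all other genes with the correlation between genes preset at 0.01, gave an adjusted p of 0.521 over the 8 lists tested. All *de2f1b* libraries lay below both controls in 9 of these genes and above both in 4, where chance gives 6.67% in each direction. The list medians of *de2f1b* replicates 1 to 4 were −0.32, −0.18, 0.21 and −0.03, against −0.11 and 0.11 in *w1118* replicates 1 and 4. Replicates 3 and 4 are also the *de2f1b* libraries with high ring gland markers, and whether RNA of other tissues adds to their list medians was not tested. The list mixes genes of DNA synthesis with genes of mitosis, such as *CycB*, *polo* and *BubR1*. The paper describes endoreplication as a cycle without mitosis, and the genes of DNA synthesis were not tested apart from the rest. The direction of the median changed with each library scaled to the same total, to 0.14, which moved the median of all genes to 0.17. It also changed without *de2f1b* replicate 1, to 0.11, and without replicate 2, to 0.07. Of the list's genes, only *Ts* passed the threshold over all genes tested, and 0 did when adjusted over the list alone (5 lower and 3 higher at an unadjusted p-value under 0.05). *Ts* (FBgn0024920, chromosome 2L, 2968293 to 2969638), which encodes thymidylate synthase, fell from a normalized count of 3635 ± 1090 (SD, n = 2) to 1621 ± 198 (SD, n = 4), a log2 fold change of −1.14 (standard error 0.22, adjusted p = 0.0401, limma). Its exons overlap *Rbp9* on the opposite strand over 10.5% of their length. *PCNA* (FBgn0005655, chromosome 2R, 20261754 to 20262883) had a log2 fold change of −1.10 (standard error 0.24, adjusted p = 0.0586) and *RnrL* (FBgn0011703, chromosome 2L, 10325026 to 10327943) one of −0.54 (standard error 0.17, adjusted p = 0.137), with every *de2f1b* library below both controls in each. Both passed the threshold with the DESeq2 test on the recovered reads only, at an adjusted p of 0.0013 for *PCNA* and 0.0209 for *RnrL*. Across all the alternatives run the adjusted p ranged up to 0.366 and 0.71, each with the replicate number as a block. In the authors' deposited table 4 genes of the list are lower and 0 higher. Without *w1118* replicate 4 the value of *RnrL* was −0.32. *E2f2* (FBgn0024371, chromosome 2L, 21154293 to 21156749), which is not in the list and whose exons overlap *Mpp6* on the opposite strand over 19.9% of their length, fell from 2540 ± 852 (SD, n = 2) to 1021 ± 42.2 (SD, n = 4), a log2 fold change of −1.27 (standard error 0.21, adjusted p = 0.0288, limma). When each *de2f1b* library was left out in turn, neither *E2f2* (adjusted p from 0.0648 to 0.0929) nor *Ts* (adjusted p from 0.0667 to 0.117) passed the threshold.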

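A list of 57 genes that act in translocation into the ER, folding, glycosylation, ER-associated degradation and COPII transport was tested as a set. The list shares 15 genes with the study's own pathway table, so it is not fully independent of these libraries. The median log2 fold change of the 57 genes in *de2f1b* SGs was −0.66, with 55 lower and 2 higher, and the adjusted p was 2.23e-11 by camera. This call did not hold under tests that take the correlation between genes from the data, with an adjusted p of 0.242 by fry, limma's rotation test, and 0.731 by camera with the estimated correlation. None of the 57 genes passed the threshold over all genes tested and 0 did when adjusted over the list alone, while 26 were lower at an unadjusted p-value under 0.05. All *de2f1b* libraries lay below both controls in 27 of them and above both in 0, where chance gives 6.67% in each direction. With each library scaled to the same total, 12 of the genes passed the threshold over all genes tested, at a median of −0.50. When adjusted over the list alone, 31 were lower and 1 higher under this scaling.

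The 2 controls differed in these genes by a median of 0.71 on the log2 scale, and the size of the decrease rested on *w1118* replicate 4. Relative to replicate 4 alone the medians of *de2f1b* replicates 1 to 4 were −0.78, −0.75, −1.34 and −1.20. Relative to *w1118* replicate 1 alone they were −0.12, 0.00, −0.58 and −0.48. Without *w1118* replicate 4 the median log2 fold change was −0.31, and without replicate 1 it was −0.98. The 20 cytosolic aminoacyl-tRNA synthetase genes, tested as another list, were all lower, with a median log2 fold change of −0.59 (adjusted p = 4.78e-08 by camera, 0.102 by fry and 0.731 with the estimated correlation). In 18 of them all *de2f1b* libraries lay below both controls. None passed the threshold over all genes tested (17 were lower at an unadjusted p-value under 0.05), and 15 did when adjusted over the list alone. The count of 15 fell to 0 without *de2f1b* replicate 1, 3 or 4, and was 14 without replicate 2. It was also 0 with limma without the trend and with the replicate number as a block. The median of the synthetase genes was −0.36 without *w1118* replicate 4.

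**Figure D1:**
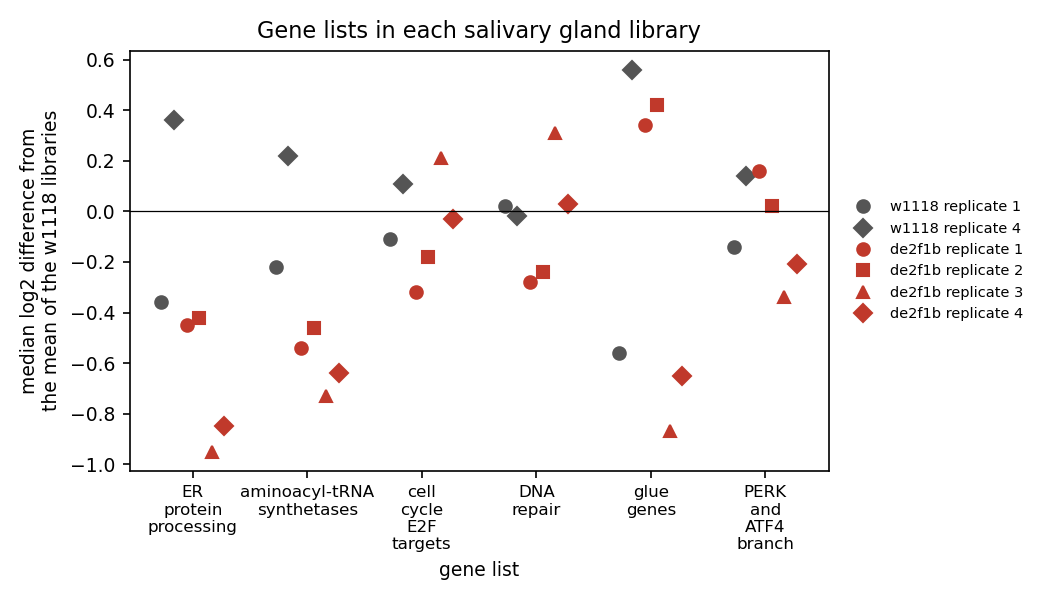
Median log2 difference of each library from the mean of the *w1118* libraries, by gene list, with 1 point per library. For the ER protein processing list the *de2f1b* libraries lie between −0.95 and −0.42, below *w1118* replicate 1 at −0.36 and replicate 4 at 0.36.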

Unexpectedly, genes involved in “protein processing in ER” were most significantly enriched among the downregulated genes in *de2f1b* SGs (Fig. 3b). To validate the RNA-seq results, five genes within this category were chosen (indicated in Fig. 3a) and their relative expression levels were determined by RT-qPCR. Indeed, all five genes belonging to the category of “protein processing in ER” were downregulated in *de2f1b* SGs (Supplementary Fig. 2). This finding led us to further examine the ER morphology and its function. We used a GFP construct containing ER localization and retention signals, Bip-GFP-HDEL (ER:GFP), to visualize ER structures in the SG. In control, a mesh-like ER network throughout the cytoplasm was observed (Fig. 3c, upper panel). In contrast, *de2f1b* SGs displayed abnormal ER morphology, characterized by a less arborized and irregular ER network with varying ER:GFP intensities (Fig. 3c lower panel). Notably, some cells were unusually small and appeared to completely lack the typical mesh-like ER network (arrowheads in Fig. 3c). Since the glue proteins, the major proteins produced by the SG, are synthesized and folded in the ER, we investigated whether their expression is affected in *de2f1b* SGs. To achieve this, we used a genomic construct where the carboxy-terminal region of a glue protein, SGS3, was replaced with the GFP sequence (SGS:GFP, Fig. 3d). A previous study demonstrated that SGS:GFP expression follows a distinct spatiotemporal pattern, initially appearing at the distal tip of the SG and progressively expanding to the anterior cells (Biyasheva et al. 2001). In control mid-third instar larvae (96–110 h AEL), we observed a characteristic pattern where SGS:GFP is only expressed in cells at the distal half of the SG (Fig. 3d upper panel). This characteristic expression pattern of SGS:GFP is disrupted in *de2f1b* SGs (Fig. 3d, upper panel). Cells lacking SGS:GFP expression appeared at random positions along the gland, and these cells often contained a high level of cytoDNA (arrowheads in Fig. 3d, lower panels, and more examples shown in Supplementary Fig. 4). Together, our results indicate that the lack of dE2F1b causes ER abnormalities in the SG, causing failure in some cells to express glue proteins.

**Fig. 3.**
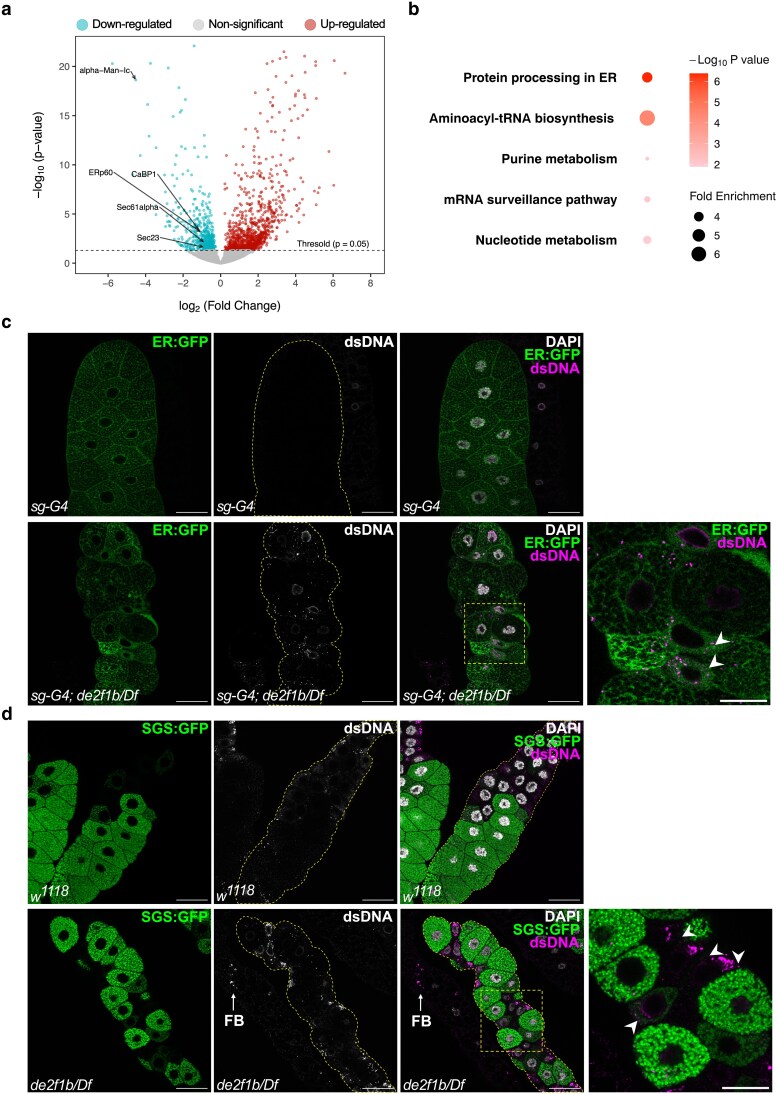
The endoplasmic reticulum (ER) homeostasis is deregulated in *de2f1b* SGs. a) RNA-seq was performed to compare the gene expression profile between control and *de2f1b* SGs. Volcano plot of differentially expressed genes in *de2f1b* SGs is shown. Each point represents a gene plotted by log_2_ fold change (x-axis) and –log_10_ adjusted *P*-value (*y*-axis). Significantly upregulated and significantly downregulated genes are shown (genes with adjusted *P*-value < 0.05). Five genes that belongs to the category “protein processing in the ER” are highlighted and labeled. b) Ontology analysis was performed with genes whose expressions are downregulated in *de2f1b* SGs. The top 5 biological processes identified from the ontology analysis are shown. The intensity of the color depicts the false discovery rate, and the size of the circles depicts the fold enrichment. c) A GFP construct tagged with ER localization and retention signals is used to visualize ER morphology (ER:GFP). Anti-dsDNA was also used to determine the abundance of cytoDNA. Magnified view of the boxed area is also shown (scale bars: 50 and 25 μm for magnified images). (d) A genomic construct, in which the coding region of the SGS3 gene is fused with the GFP sequence (SGS:GFP), is used to monitor the expression of “glue proteins” in control and *de2f1b* SGs. Anti-dsDNA was also used to determine the abundance of cytoDNA. White arrowheads point to cells with a high level of cytoDNA (scale bars: 50 and 25 μm for magnified images). FB: Fat body.

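The normalized counts of the labeled genes were lower in every *de2f1b* library than in both controls. *CaBP1* (FBgn0025678, chromosome 2L, 16354886 to 16356735) had a normalized count of 86275 ± 29475 (SD, n = 2) in *w1118* SGs and 37417 ± 6336 (SD, n = 4) in *de2f1b* SGs, a log2 fold change of −1.18 (standard error 0.27, adjusted p = 0.0712, limma). *ERp60* (FBgn0033663, chromosome 2R, 11887568 to 11890979) fell from 171339 ± 53036 to 81022 ± 12552, a log2 fold change of −1.06 (standard error 0.28, adjusted p = 0.0992). For *Sec61alpha* (FBgn0086357, chromosome 2L, 6477182 to 6480575), which encodes the pore subunit of the translocon, the means were 71403 ± 20757 and 38007 ± 6659 and the log2 fold change −0.90 (standard error 0.26, adjusted p = 0.119). *Sec23* (FBgn0262125, chromosome 3R, 5649065 to 5652629), a COPII coat gene, fell from 41887 ± 15137 to 22201 ± 4468, a log2 fold change of −0.89 (standard error 0.28, adjusted p = 0.145). The change was largest in *alpha-Man-Ic* (FBgn0051202, chromosome 3R, 29928701 to 29930386), a mannosidase gene of the glycosylation pathway, from 1353 ± 189 to 33.7 ± 19.6, a log2 fold change of −5.44 (standard error 0.53, adjusted p = 0.00501), and this was the only labeled gene past the threshold. *CaBP1*, *ERp60*, *Sec61alpha* and *Sec23* passed it with the DESeq2 test on the recovered reads (adjusted p of 0.000446, 0.000724, 0.00796 and 0.0243) and with each library scaled to the same total (adjusted p of 0.0128, 0.0155, 0.0254 and 0.0487). Without *w1118* replicate 4 their log2 fold changes were −0.82, −0.74, −0.59 and −0.51. The paper's RT-qPCR level of *alpha-Man-Ic* in mutant SGs is 0.59 of that in controls, or −0.76 on the log2 scale. This is a much smaller fall than that by RNA-seq, and the cause was not tested.

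The study's pathway table names 23 downregulated genes of the 133 in this category. All 23 were lower, with a median log2 fold change of −0.89, and lay below both controls in every *de2f1b* library; 21 had an unadjusted p-value under 0.05 and 1, *alpha-Man-Ic*, passed the threshold. The study chose these genes on the same libraries, so their common direction is not independent evidence. The paper writes that this category led to the examination of ER morphology and function.

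**Figure D2:**
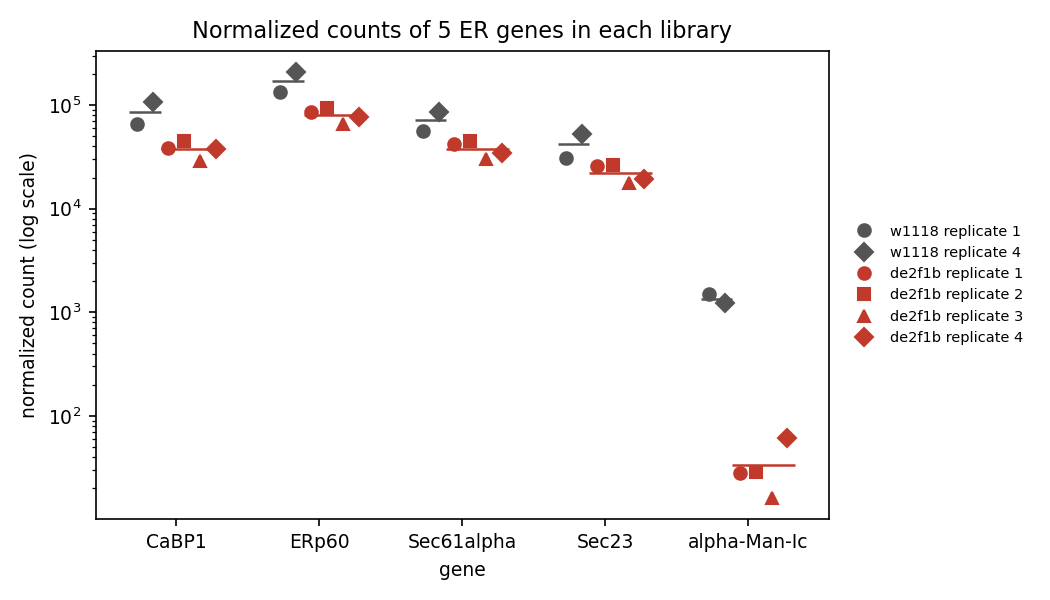
Normalized counts of the labeled genes in each library on a log scale, with 1 point per library and a line at the mean of each genotype. The *de2f1b* points lie below both *w1118* points for each gene, and for *alpha-Man-Ic* the means are 1353 and 33.7.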

A closer examination of the genes associated with protein processing in ER (Fig. 3a) revealed that a considerable number of their mammalian orthologs were previously identified as direct targets of XBP1 (Acosta-Alvear et al. 2007). The XBP1-GFP construct is a commonly used sensor of the IRE1 activity where the GFP sequence is fused in frame with the C-terminal domain of XBP1 (Ryoo et al. 2007). Consequently, the GFP sequence of XBP1-GFP is translated only when IRE1 is active, and the intervening sequence preceding the C-terminal domain is removed (see introduction). As shown in Fig. 4a, XBP1-GFP expression in control SGs resulted in clear GFP signals (Fig. 4a, upper panel). This indicates that the Drosophila SG activates the IRE1 pathway during development, likely to cope with the high demand of ER-dependent glue protein synthesis (Huang et al. 2017). Interestingly, XBP1-GFP signals were overall weaker in *de2f1b* SGs than in the control and almost absent in some cells, indicating that the physiological activation of IRE1 is attenuated (Fig. 4a). We next asked if the genes associated with protein processing in ER identified by RNA-seq (Fig. 3a) are regulated by the IRE1 pathway. Indeed, the five genes downregulated in *de2f1b* SGs also showed reduced expression when either *ire1* or *xbp1* is depleted (Fig. 4b). These results suggest that physiological activation of the IRE1 pathway is attenuated by *de2f1b* mutations, contributing to the altered gene expression profile of the *de2f1b* SG.

**Fig. 4.**
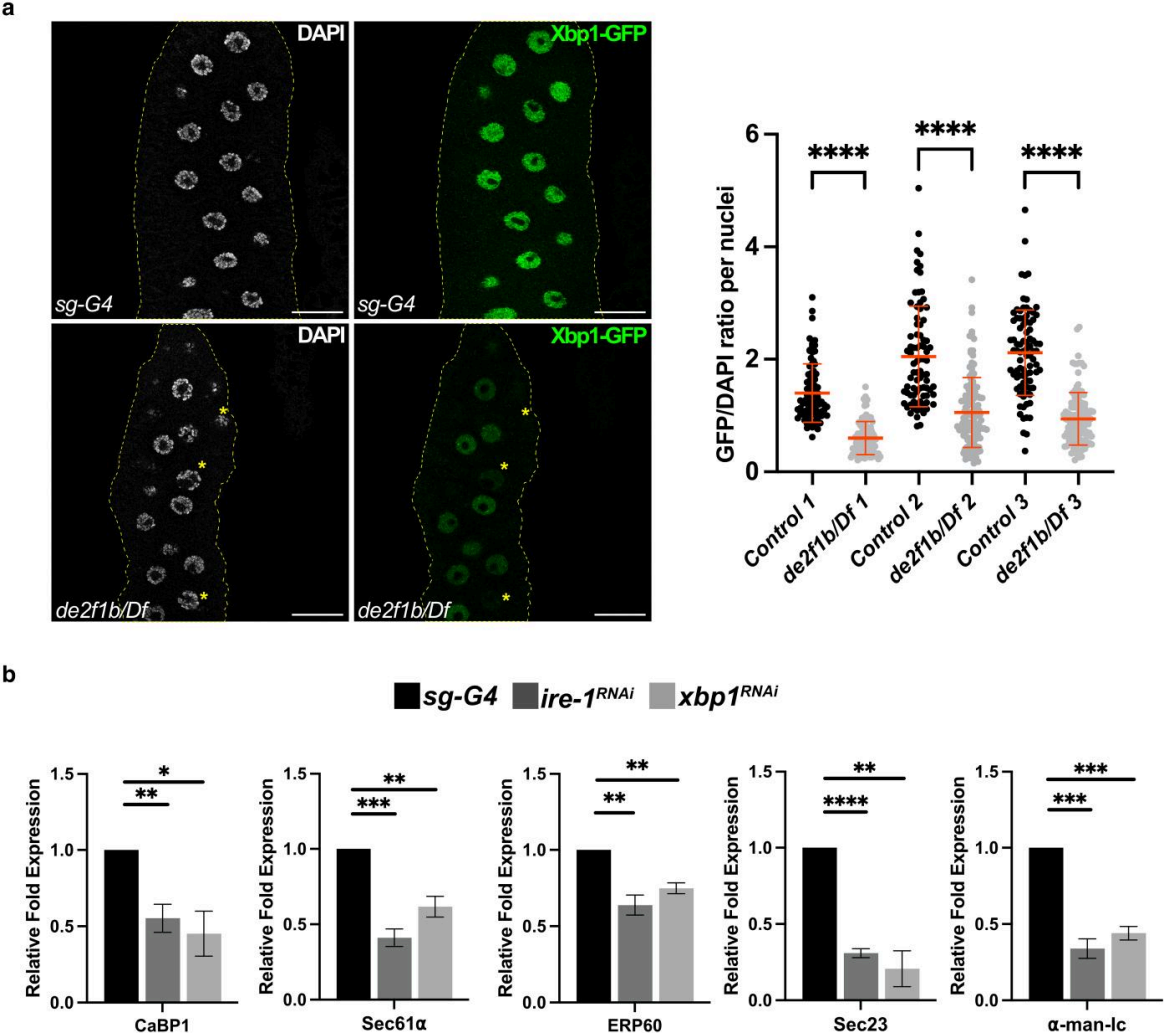
The IRE1 branch of the unfolded protein response (UPR) signaling pathway is deregulated in *de2f1b* SGs. a) A construct, in which the GFP sequence is fused in frame with the C-terminal domain of XBP1 (XBP1-GFP), is used to monitor the IRE1-dependent XBP1 splicing (scale bars: 50 μm). The dot plots show fluorescence intensity of XBP1-GFP per cell normalized by the DAPI signal in control and *de2f1b* SGs. Three independent experiments with matching controls are presented (**** *P* < 0.0001). (b) Relative expression levels of the five genes whose expressions are downregulated in *de2f1b* SGs (Fig. 3b) are determined in either *ire1* or *xbp1* depleted SGs (****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05).

To investigate the role of the IRE1 pathway during SG development and assess whether attenuated IRE1 activity contributes to the ER phenotype in *de2f1b* SGs, we depleted *ire1* or *xbp1* in wild-type SGs. ER:GFP revealed that IRE1 is required for proper ER development (Fig. 5a). Depletion of *ire1* resulted in failure to form the mesh-like ER network observed in control, closely resembling the abnormal ER morphology observed in *de2f1b* SGs (Fig. 3c). In contrast, *xbp1* depletion did not visibly affect ER morphology (Fig. 5b). RT-qPCR confirmed the efficient depletion of *xbp1* by the RNAi construct (Supplementary Fig. 3), and the same *xbp1* RNAi construct was used to demonstrate XBP1-dependent expression of the five ER genes (Fig. 4b). Therefore, this result suggests that an XBP1-independent function of IRE1, such as regulated IRE1-dependent decay (RIDD), may be critical for ER network formation in the SG (Hollien et al. 2009; Coelho et al. 2013). Strikingly, *ire1* depletion in wild-type SGs was sufficient to produce cytoDNA, indicating that IRE1-dependent ER functions are likely required for preventing cytoDNA accumulation (Fig. 5c). The functional importance of IRE1-dependent ER function is further demonstrated by the failure of *ire1*-depleted SGs to express high levels of SGS:GFP at the developmental stage when controls display a robust expression (Fig. 5d). Taken together, these results indicate that physiological activation of IRE1 is essential for proper ER development and that IRE1 is necessary not only for glue protein expression but also for preventing cytoDNA accumulation. Furthermore, these results support the notion that attenuation of the IRE1 pathway likely contributes to the *de2f1b* SGs defects.

**Fig. 5.**
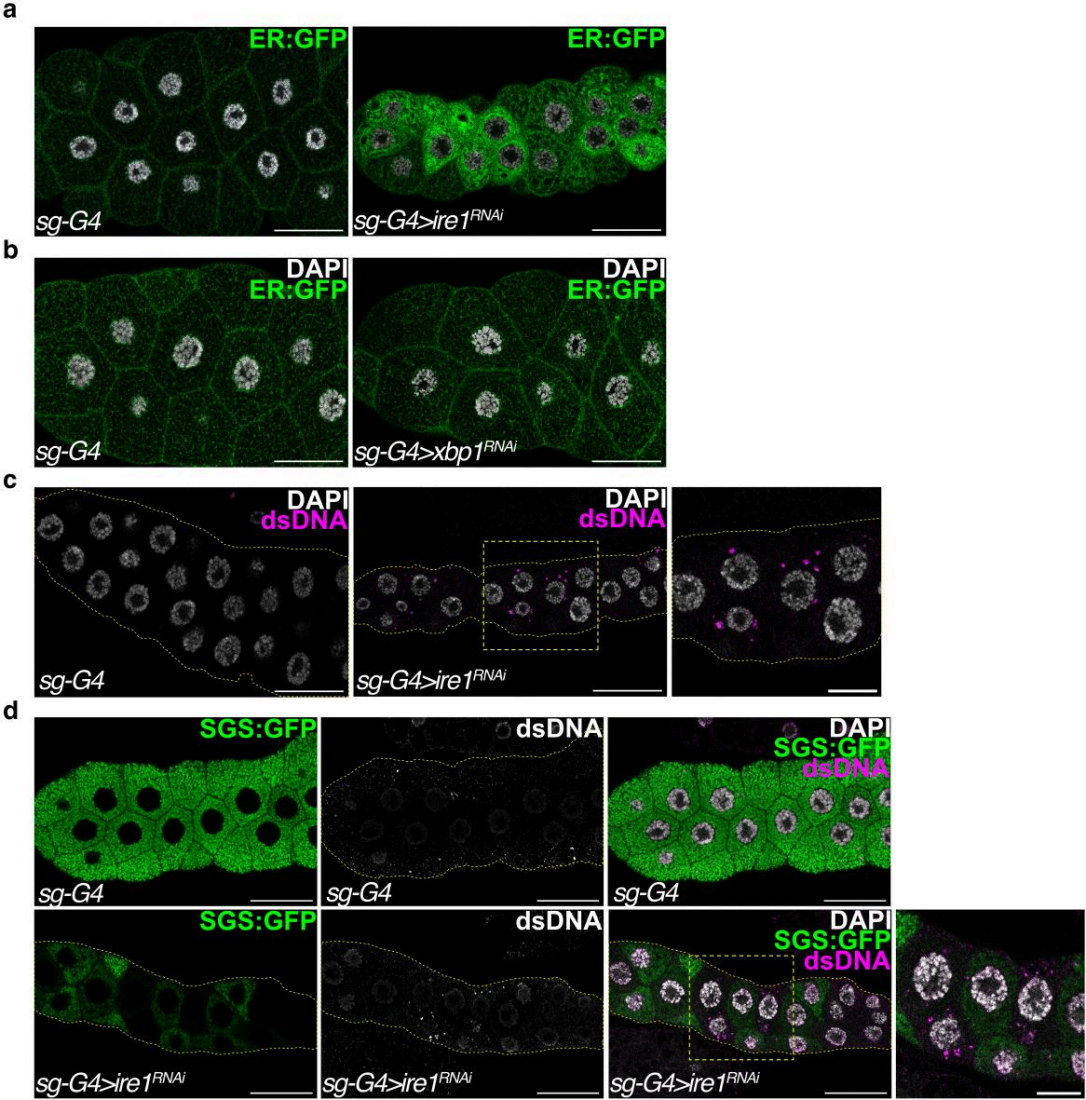
IRE-1 is required for proper ER development and preventing cytoDNA accumulation. a) *Ire1* was depleted in the SG and their effect on the ER was visualized by ER-localized GFP (ER:GFP). A control SG (*sg-G4*) and a representative image of *ire1*-depleted SGs are shown (*sg-G4 > ire1^RNAi^*). b) *Xbp1* was depleted in the SG (*sg-G4 > xbp1^RNAi^*) and their effect on the ER network was visualized. c) *Ire1* was depleted in the SG (*sg-G4 > ire1^RNAi^*) and cytoDNA was visualized by anti-dsDNA. d) The SGS:GFP genomic construct was used to monitor the expression of glue proteins in control and *ire-1* depleted SGs at 110–120 h AEL. cytoDNA was also visualized by anti-dsDNA (scale bars for all the images: 50 and 20 μm for magnified images).

To further investigate the role of IRE1, XBP1, or IRE1 was overexpressed in *de2f1b* SGs and determined if they can suppress the *de2f1b* SGs phenotypes. Interestingly, overexpression of either factor had a dominant effect in wild-type SGs. Instead of having a mesh-like structure, overexpressing XBP1 or IRE1 resulted in cells with cytoplasmic space filled with ER:GFP (Fig. 6a, upper panel). Since many targets of XBP1 are important for ER biogenesis and function (Walter and Ron 2011), XBP1 or IRE1 overexpression likely expands the ER compartment in the SG. However, overexpressing IRE1 had different effects in *de2f1b* SGs. Specifically, IRE1 overexpression in *de2f1b* SGs produced regions with intense ER:GFP signals that are scattered in the cytoplasm (Fig. 6a, lower right panel). However, these cells maintained a mesh-like ER network without expansion of the ER compartment, as seen with XBP1 overexpression (Fig. 6a magnified images). This result indicates that *de2f1b* mutations affect IRE1-dependent functions but not XBP1-dependent functions. Interestingly, in addition to the ER phenotype, overexpression of either XBP1 or IRE1 in wild-type SGs was sufficient to produce weak yet discernible levels of cytoDNA (Fig. 6b). Given the ahnormal ER structures in these cells (Fig. 6a), this result, together with *ire1* depletion data (Fig. 5), indicates that proper balance of ER homeostasis is necessary to prevent cytoDNA accumulation during SG development.

**Fig. 6.**
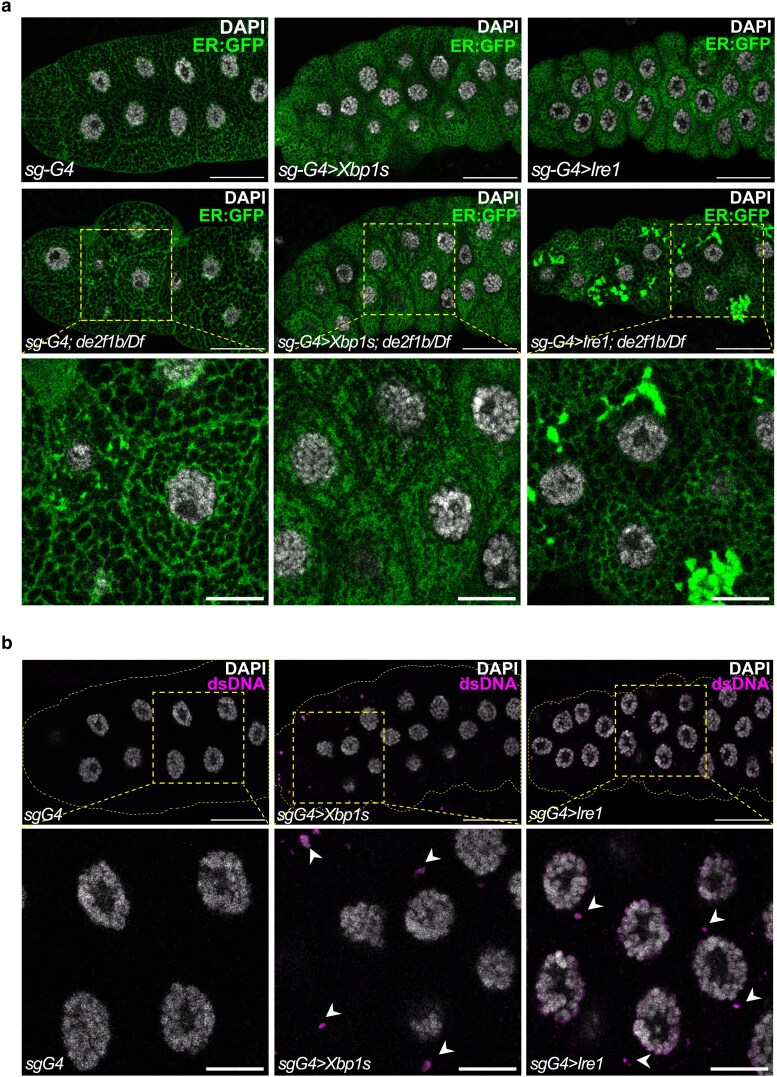
IRE1 overexpression differently affects the ER in *de2f1b* SGs. a) XBP1 or IRE1 was overexpressed in control (*sg-G4*) and *de2f1b* SGs (*sg-G4; de2f1b/Df*), and the ER was visualized by ER:GFP. Magnified images of the boxed area are shown in the lower panels. b) The effect of overexpressing XBP1 or IRE1 on cytoDNA accumulation in wild-type SGs is determined. The presence of cytoDNA was visualized by anti-dsDNA. Arrowheads point to cytoDNA. Magnified images of the boxed area are shown in the lower panels (scale bars for all the images: 50 and 20 μm for magnified images).

## Discussion

The functional importance of E2F during endoreplication has been extensively studied in multiple model organisms (Weng et al. 2003; Chen et al. 2012; Magyar et al. 2012; Pandit et al. 2012). Due to its unique developmental characteristics, the fruit fly serves as an excellent model to investigate the role of E2F in endoreplication. In particular, the Drosophila larval salivary SG, which undergoes approximately 10 cycles of endoreplication, has provided significant insights into the regulatory function of E2F family proteins during endoreplication (Zielke et al. 2011). Building on our previous findings that an alternatively spliced form of dE2F1, dE2F1b, is specifically required for endoreplicating tissues (Kim et al. 2018; Kim et al. 2021), we now demonstrate that dE2F1b deficiency leads to heightened DNA damage, cytoDNA accumulation, and disruption of ER homeostasis in the SG. Unexpectedly, we also discovered that the physiological activation of the IRE1 pathway is attenuated in *de2f1b* SGs, a process required for their role as a secretory tissue and for preventing cytoDNA accumulation.

Mutations in *de2f1b* disrupt the negative feedback network that normally limits CycE/CDK2 activity, causing deregulated S-phase entry during endoreplication (Kim et al. 2021). As a result, SG cells may initiate S-phase without sufficient levels of proteins required for efficient DNA synthesis, likely explaining the elevated DNA damage in *de2f1b* SGs (Fig. 1a). The TUNEL assays (Fig. 1b) further show that this DNA damage is not efficiently repaired. Since many DNA repair genes are known to be regulated by E2F (Bracken et al. 2004), the free DNA ends observed in *de2f1b* SG nuclei reflect impaired repair capacity. Importantly, these TUNEL-positive cells are unlikely apoptotic as they maintain transgene expression, such as ER:GFP, across all SG cells (Fig. 3c), indicating that these cells remain biologically active. Additionally, the absence of active effector caspases in *de2f1b* SGs also supports this notion (Supplementary Fig. 1). However, apoptosis after ER:GFP expression or activation of other effector caspases, such as DECAY and DAMM, cannot be excluded. Nevertheless, polyploid cells such as SG cells are naturally resistant to apoptosis (Herriage et al. 2024), which may allow tolerance of unrepaired DNA. Previous studies have shown that excessive DNA damage and/or impaired DNA repair can lead to cytoDNA production (Li and Chen 2018). Therefore, cytoDNA observed in *de2f1b* SGs is probably of nuclear origin, accumulating over repeated cycles of endoreplication. This is further supported by occasional presence of cytoDNA in the *de2f1b* larval fat body (Fig. 3d), another endoreplicating polyploid tissue. However, we cannot completely rule out the contribution of mitochondrial DNA to cytoDNA accumulation, as E2F deregulation has also been linked to altered mitochondrial function (Ambrus et al. 2013). Isolation and sequencing the cytoDNA from *de2f1b* SGs will precisely determine the origin of cytoDNA.

CytoDNA is a well-established trigger of the IIR in mammals (Miller et al. 2021). Over the past decades, proteins that directly bind cytoDNA to elicit inflammatory responses, such as cGAS, have been identified and extensively studied (Decout et al. 2021). Upon binding cytoDNA, cGAS produces cyclic GMP-AMP (cGAMP), which is subsequently detected by STING at the ER, leading to activation of the NF-κB pathway (Decout et al. 2021; Hu et al. 2022). While Drosophila possesses orthologs of both cGAS and STING, the functional counterpart to the mammalian cGAS that directly binds cytoDNA is yet to be identified (Li et al. 2023). However, our findings show that the expressions of AMPs as well as Drosophila STING targets are upregulated in *de2f1b* SGs (Fig. 2c and 2d). Interestingly, a previous study demonstrated that mutations in the lysosomal DNase, *DNase II*, can also trigger AMP expression (Mukae et al. 2002). Although the precise role of the cGAS-STING pathway in flies remains unresolved, cytoDNA is plausibly a potent inducer of the inflammatory responses in Drosophila.

Interestingly, ER serves as a site for cytoDNA signaling and processing in mammals. The DNA exonuclease TREX1, which degrades cytoDNA, is localized to the ER, and STING is also an ER-resident protein, which translocates to the Golgi apparatus upon activation (Ishikawa and Barber 2008; Stetson et al. 2008). Importantly, while a Drosophila 3′-5′ DNA exonuclease, CG3165, is annotated as the ortholog of human TREX1, its role in cytoDNA processing remains uncharacterized. Additionally, it is unclear whether it is a DNase in the ER that prevents cytoDNA in the Drosophila SG. Perhaps, previously uncharacterized function of ER may be critical for cytoDNA processing. Nevertheless, any genetic manipulations that affected ER function in our study, such as *ire1* depletion and the overexpression of XBP1 or IRE1, resulted in cytoDNA accumulation (Fig. 5c and 6b). These results highlight the critical role of the ER and maintaining ER homeostasis in limiting cytoDNA during SG development.

Although the mechanism underlying ER's role in cytoDNA elimination remains unclear, our data indicate that an XBP1-independent function of IRE1 is crucial. Despite efficient depletion (Supplementary Fig. 3), *xbp1* knockdown did not lead to ER defects or cytoDNA accumulation, while *ire1* depletion did (Fig. 5). Beyond atypical splicing of *xbp1* mRNA, IRE1 degrades other targets through RIDD (Hollien et al. 2009; Bashir et al. 2021). Perhaps failure to degrade RIDD targets has a more substantial impact on maintaining ER homeostasis and limiting cytoDNA in the SGs. Supporting this notion, IRE1-dependent function seems to be primarily affected in *de2f1b* SGs while XBP1-dependent functions are not (Fig. 6a). Interestingly, the expression levels of the previously identified RIDD-regulated genes in the Drosophila eye (Coelho et al. 2013) were unchanged in *de2f1b* SGs (Supplementary Fig. 5). This result suggests that RIDD may not play a major role or that its targets may be tissue specific. It remains important to investigate if genes upregulated in *de2f1b* SGs are RIDD targets that contribute to the phenotype.

One of our most intriguing finding is that the physiological activation of IRE1 is attenuated by E2F deregulation (Figs. 4 and 6). This may explain why exocrine tissues are particularly vulnerable in *E2f1* and *E2f1/2* knockout mice (Yamasaki et al. 1996; Li et al. 2003; Iglesias et al. 2004). One plausible mechanism by which E2F affects the IRE1 pathway is that E2F directly or indirectly regulates genes crucial for IRE1 activity. Supporting this, the RNA-seq revealed downregulation of translocon subunits *sec61α* and *sec61β* in *de2f1b* SGs (Fig. 3b and Supplementary File 2). 

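*Sec61beta* (FBgn0010638, chromosome 2R, 14618771 to 14619681) had a normalized count of 58660 ± 20109 (SD, n = 2) in *w1118* SGs and 30194 ± 6738 (SD, n = 4) in *de2f1b* SGs, a log2 fold change of −0.94 (standard error 0.30, adjusted p = 0.142, limma). The remaining translocon subunit gene, *Sec61gamma* (FBgn0031049, chromosome X, 19643327 to 19644518), fell from 14693 ± 3603 to 8881 ± 1667, a log2 fold change of −0.73 (standard error 0.24, adjusted p = 0.157). In both genes every *de2f1b* library lay below both controls. With the DESeq2 test on the recovered reads the adjusted p was 0.0214 for *Sec61beta* and 0.0447 for *Sec61gamma*. Across all the alternatives run it ranged from 0.0214 to 0.655 and from 0.0447 to 0.684, the highest with the replicate number as a block. Without *w1118* replicate 4 the log2 fold changes of *Sec61beta* and *Sec61gamma* were −0.59 and −0.47.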

The translocon complex facilitates the movement of newly synthesized proteins across the ER membrane and plays a critical role in IRE1 target specificity (Plumb et al. 2015). By physically interacting with IRE1, the translocon complex positions IRE1 near its target RNA, including *xbp1,* at the ER membrane. In secretory tissues such as the SG, reduced levels of translocon components may impair processes such as IRE1's ability to recognize its targets. However, decreased expression of the translocon subunits may also be a consequence of IRE1 inhibition. Indeed, *ire1* or *xbp1* depletion resulted in a decrease in *sec61α* expression level (Fig. 4b). Notably, RNA-seq also identified *ire1* as a downregulated gene in *de2f1b* SGs (Supplementary File 2). However, RT-qPCR showed this decrease was inconsistent and not significant (Supplementary Fig. 5). Furthermore, IRE1 overexpression data (Fig. 6) indicate that IRE1 protein activity is attenuated in *de2f1b* SGs and that the reduced *ire1* transcript levels is unlikely to be the primary factor contributing to the ER defects. 

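*Ire1* (FBgn0261984, chromosome 3R, 19853908 to 19861291) had a normalized count of 5777 ± 747 (SD, n = 2) in *w1118* SGs and 3770 ± 597 (SD, n = 4) in *de2f1b* SGs, a log2 fold change of −0.62 (standard error 0.18, adjusted p = 0.126, limma), with every *de2f1b* library below both controls. It passed the threshold only with the DESeq2 test on the recovered reads, at an adjusted p of 0.0259. The adjusted p across all the alternatives run ranged from 0.0259 to 0.689, the highest with the replicate number as a block. The paper's reported log2 fold change is −0.62, with an adjusted p of 0.0261. Of its exons, 12.3% overlap *MICU3* on the opposite strand. *Xbp1* (FBgn0021872, chromosome 2R, 21143545 to 21145750) had 46927 ± 14311 (SD, n = 2) and 36544 ± 7805 (SD, n = 4), a log2 fold change of −0.35 (standard error 0.28, adjusted p = 0.491, limma), and its *de2f1b* libraries overlapped the controls. Its value was −0.67 and −0.04 without *w1118* replicates 1 and 4. Counts per gene do not separate spliced from unspliced *Xbp1*.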

Another possible mechanism by which dE2F1b deficiency attenuates IRE1 is that cytoDNA itself affects IRE1 activity. Since cytoDNA elimination is ER-dependent (Fig. 5c and Fig. 6b), excessive cytoDNA production during endoreplication in *de2f1b* SGs could lead to imbalance in ER homeostasis, causing sustained ER stress. Previous studies have shown that chronic ER stress can attenuate the IRE1 pathway, mediated by other branches of the UPR (Lin et al. 2007; Walter et al. 2018). Thus, prolonged ER stress in *de2f1b* SGs may reduce IRE1 activity below its physiological level, impairing ER network formation and cytoDNA processing. We are currently investigating if other branches of the UPR, PERK and ATF6 pathways, contribute to IRE1 attenuation in *de2f1b* SGs.

If cytoDNA is the factor inhibiting the IRE1 pathway, it may serve as a signal for detecting abnormal SG cells during development. SG cells with unrepairable DNA damage may accumulate excessive levels of cytoDNA during multiple rounds of endoreplication, attenuating IRE1 activity via chronic UPR activation and preventing ER network formation necessary for glue protein production. This regulatory network would function as a safeguard mechanism to prevent SGs with unrepairable DNA damage from expressing defective glue proteins. Such a mechanism would be particularly beneficial for polyploid cells, as they cannot be easily eliminated by apoptosis (Herriage et al. 2024). Interestingly, pancreatic cells in *E2f1/2* knockout mice become polyploid with age, correlating with tissue atrophy (Li et al. 2003). It will be interesting to investigate if those cells also accumulate cytoDNA and attenuate IRE1 activity. Overall, our findings provide crucial insights into why exocrine tissues are particularly susceptible to E2F deregulation and reveal a complex relationship between genome stability, cytoDNA accumulation, and ER homeostasis.

## Supplementary Material

iyaf190_Supplementary_Data

## Data Availability

Drosophila strains will be available upon request. Supplementary File 1 contains the statistical tests used and the summary statistics for all figure panels. The RNA-seq data have been deposited in the NCBI GEO database under accession number GSE294319. Supplemental material available at GENETICS online.

# Supplementary material for: A novel role for the E2F transcription factor and the ER stress sensor IRE1 in cytoplasmic DNA accumulation
**Source:** Genetics. 2025 Sep 11;231(3):iyaf190. doi: 10.1093/genetics/iyaf190
**Supplement:** iyaf190_Supplementary_Data

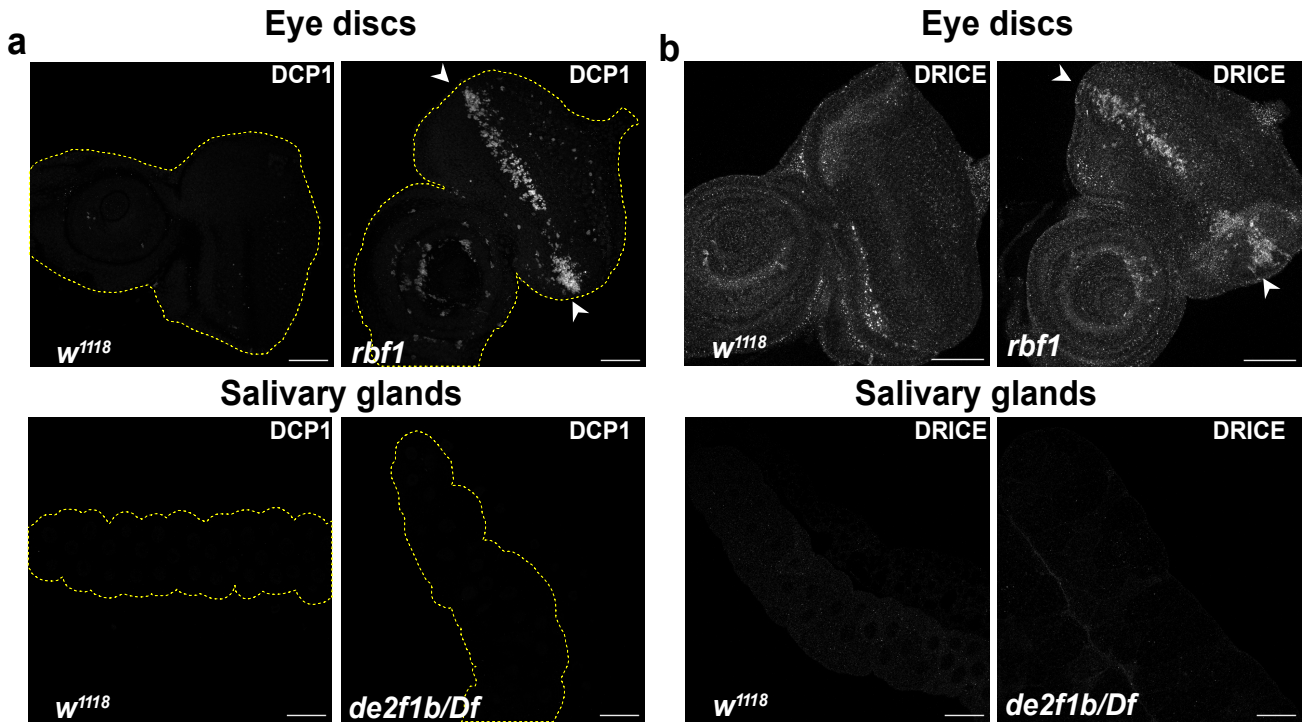

**Figure S1: *de2f1b* SGs do not contain detectable levels of active effector caspases.** Two commercially available antibodies that recognize the active (cleaved) form of the *Drosophila* effector caspases, DCP1 (a) and DRICE (b), were used to determine the presence of apoptotic cells. Both antibodies are capable of detecting previously described apoptotic cells at the morphogenetic furrow (arrowheads) of *rbf1* mutant eye discs (upper panel). However, neither antibodies revealed any apoptotic cells in both control (*w<sup>1118</sup>*) and *de2f1b* SGs. Scale bars: 50  $\mu$ m.

# Supplementary material for: A novel role for the E2F transcription factor and the ER stress sensor IRE1 in cytoplasmic DNA accumulation
**Source:** Genetics. 2025 Sep 11;231(3):iyaf190. doi: 10.1093/genetics/iyaf190
**Supplement:** iyaf190_Supplementary_Data

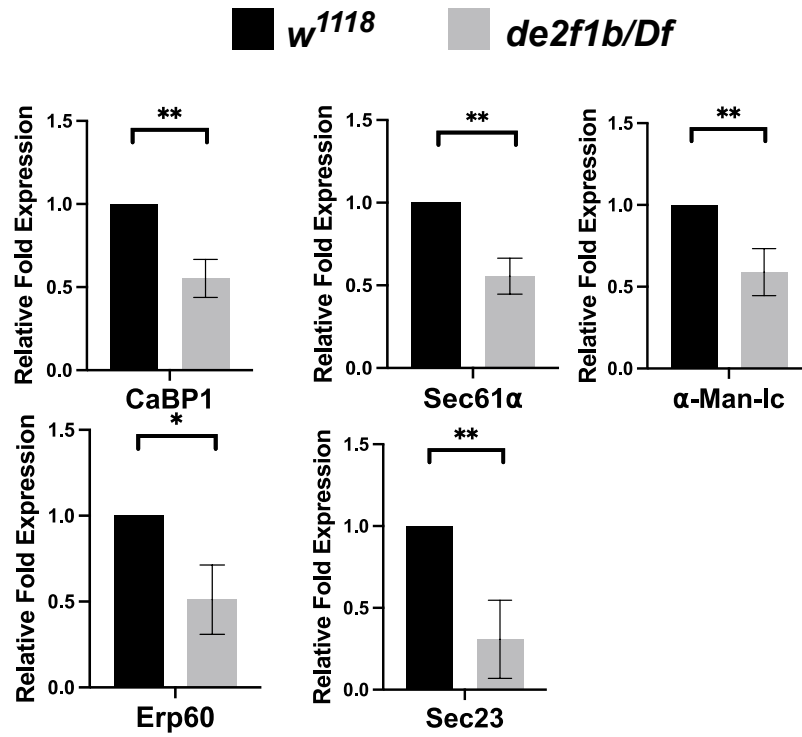

**Figure S2: Expressions of genes involved in protein synthesis in ER are downregulated in *de2f1b* SGs.** RT-qPCR results on five genes that are associated with “protein processing in ER” from ontology analysis are shown. \*\*:  $p < 0.01$ , \*:  $p < 0.05$  by two-tailed unpaired t-tests.

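RT-qPCR measures 1 transcript at a time. The paper's text does not state whether the RNA for RT-qPCR came from the dissections used for RNA-seq. The source table of the supplement gives the RT-qPCR result as the level in mutant SGs divided by that in control SGs. This is a linear scale, on which 1 means no difference. The genotype named in that table carries the *de2f1b* allele over a deficiency. A log2 fold change from the RNA-seq is on another scale, on which 0 means no difference, each step of 1 is a doubling and negative values are decreases.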

# Supplementary material for: A novel role for the E2F transcription factor and the ER stress sensor IRE1 in cytoplasmic DNA accumulation
**Source:** Genetics. 2025 Sep 11;231(3):iyaf190. doi: 10.1093/genetics/iyaf190
**Supplement:** iyaf190_Supplementary_Data

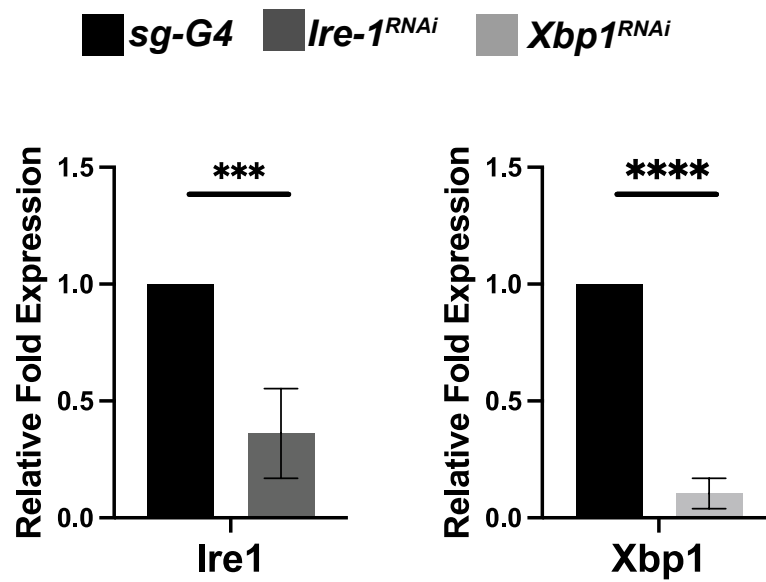

**Figure S3: Knockdown efficiency of *ire1RNAi* and *xbp1RNAi*.** RT-qPCR was performed to determine the efficiency of the *ire1* and *xbp1* RNAi constructs used in this study.

\*\*\*\*:  $p < 0.0001$ , \*\*\*:  $p < 0.001$  by two-tailed unpaired t-tests.

# Supplementary material for: A novel role for the E2F transcription factor and the ER stress sensor IRE1 in cytoplasmic DNA accumulation
**Source:** Genetics. 2025 Sep 11;231(3):iyaf190. doi: 10.1093/genetics/iyaf190
**Supplement:** iyaf190_Supplementary_Data

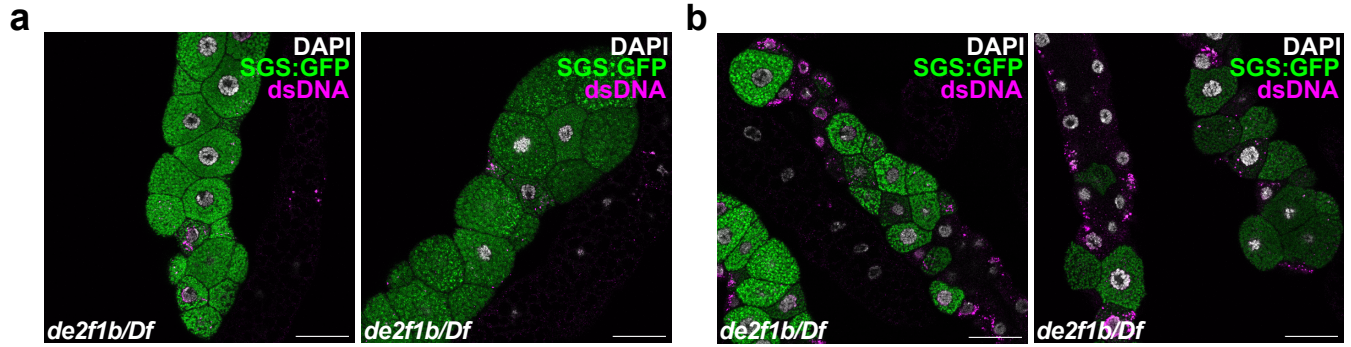

**Figure S4: Two extreme patterns of SGS:GFP expression defects observed in *de2f1b* SGs.** (a) In rare instances, cytoDNA is associated with reduced SGS:GFP expression rather than complete loss of expression. (b) In other cases, most cells in *de2f1b* SGs exhibit high levels of cytoDNA and a complete absence of SGS:GFP expression. Scale bars: 50  $\mu$ m.

# Supplementary material for: A novel role for the E2F transcription factor and the ER stress sensor IRE1 in cytoplasmic DNA accumulation
**Source:** Genetics. 2025 Sep 11;231(3):iyaf190. doi: 10.1093/genetics/iyaf190
**Supplement:** iyaf190_Supplementary_Data

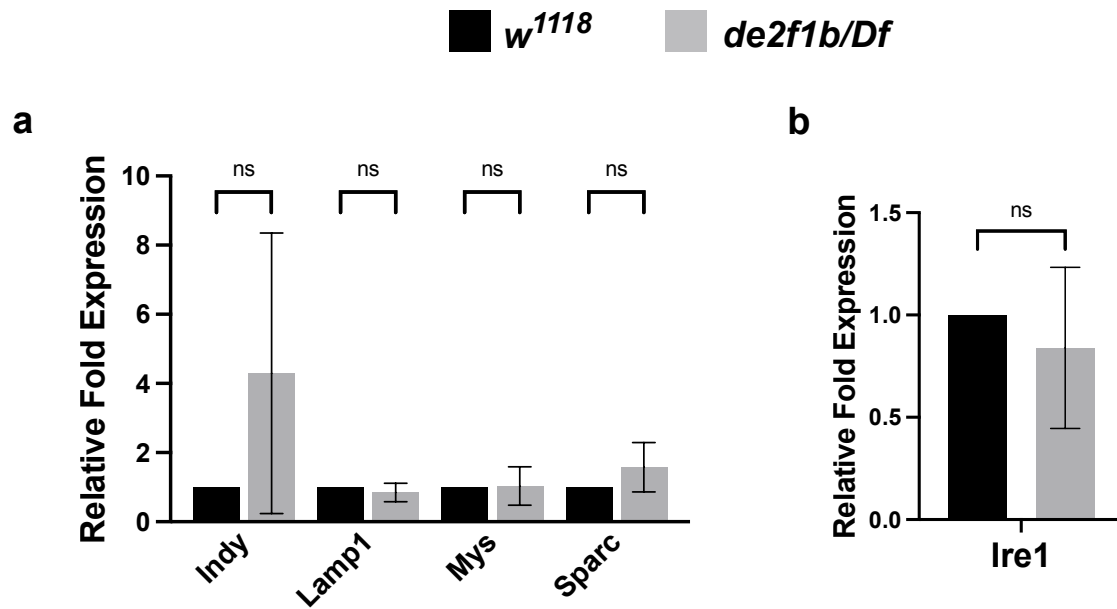

**Figure S5: Relative expression levels of previously identified RIDD targets and *ire1***  
**(a)** RT-qPCR was performed to determine the relative expression levels of genes that were previously identified as the RIDD-regulated genes. **(b)** *ire1* was identified as a downregulated gene in *de2f1b* SGs. However, RT-qPCR revealed that *ire1* expression varied in *de2f1b* SGs, and the decrease is not statistically significant. ns: non-significant by two-tailed unpaired t-tests.

How the deposited data were processed for this re-analysis (not part of the article)

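RNA-seq of SGs of L3 larvae was analysed in 6 libraries, *w1118* replicates 1 and 4 and *de2f1b* replicates 1, 2, 3 and 4. The labels of the samples give the genotype and the replicate number, and the sample descriptions name the column of each library. The deposited values hold no control replicates 2 and 3, and whether these were sequenced is not known. The imaging and RT-qPCR experiments of the paper were not analysed here, and their values are printed only as the paper's.

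The authors aligned paired-end reads with STAR v2.7.6a, counted them on genes with FeatureCounts v1.6.0 and compared the genotypes with DESeq2, whose version the paper does not state. The deposited values of each library are a signal, the read count divided by 1 size factor per library. The authors also deposited the mean of this signal over the libraries, log2 fold changes with their standard errors, and DESeq2 p-values with their adjusted values. Within each library 100% of the deposited values were whole multiples of the value of 1 read, so the whole reads were recovered. The table has 23932 entries, of which 13930 are protein-coding genes and 5578 transposable elements, and 23851 have a position in BDGP6.54. The paper names no genome build, and positions served only to describe genes and to group them by region.

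The recovered reads per library ranged from 78317269 to 94907006 in *w1118* and from 56495956 to 86202639 in *de2f1b*, with between 12406 and 16004 genes detected per library. At this depth 3 reads, the most that a gene without observed reads could have had with 95% confidence, correspond to a normalized count of 2.35 to 4.11, and this limit covers counting error only. The share of the reads that lay on glue genes was between 15.6% and 26.9%.

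Before the data were examined, the tests, the gene lists, the alternatives and the rule for naming genes were fixed. Genes with a normalized count of at least 10 in at least 2 libraries were tested (11099 genes) with limma 3.58.1 in R 4.3.3 on the log2 of the normalized count plus 1, with an intensity trend, genotype as the only term, two-sided p-values and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p-value under 0.05. With simulated reads of 11099 genes in the same design, of which 200 were changed by 1 or 2 on the log2 scale at a dispersion of 0.02, limma recovered 99.5% of the changed genes with 3.86% false calls, edgeR 99.5% with 4.78%, and DESeq2 99% with 7.48%. The simulation holds no RNA of other tissues and 1 dispersion for all genes, so these shares are not those of the data.

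The 8 gene lists tested as sets were ER protein processing, aminoacyl-tRNA synthetases, cell cycle E2F targets, DNA repair, glue genes, Toll-dependent antimicrobial peptides, Imd-dependent antimicrobial peptides, and the PERK and ATF4 branch. They were written from general knowledge, after the study's table of pathway genes had been read, and the DNA repair list as written holds 1 ribosomal protein gene, *RpLP1*. Each was tested with limma's camera at a preset correlation of 0.01, two-sided, with adjustment over the 8 lists. Lists of marker genes of fat body, hemocytes, muscle, nervous system, ring gland, midgut and testis served to describe RNA from other tissues. Some of them also served to weigh such RNA as an explanation. The lists of male dosage compensation, early ecdysone response, glue stage and late puffs were only described. Neither sex nor stage was tested as an explanation. The rule for naming genes was every gene the paper names, every gene in the study's ER pathway table, the members of a list whose result is reported, and the 5 largest rises and 5 largest falls among called genes whose groups did not overlap and whose higher mean was at least 100.

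The alternatives were pseudocounts of 0.5 and 10, no filter on low values, a mean of at least 100, rescaling each library to the same total, to the same total outside the top 50 genes, by median of ratios and by quantile normalization, limma without the trend and with robust eBayes, the replicate number as a block, leaving out each library in turn, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and for the lists fry and camera with an estimated correlation. Without 1 of the 2 controls only fold changes were computed. No transcript-level analysis was made, since the values are per gene. The other steps used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and the plots Matplotlib 3.10.9.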

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

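Each test of an explanation in this part was chosen only after the result had been seen, apart from the test of genes next to heterochromatin.

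In *de2f1b* replicate 4 the *RnrL* gene stood apart from the other replicates, with a normalized count of 3278 against 3777 to 3816, a gap of 0.931 of the whole range on the log2 scale, past the critical value of Dixon's test for 4 libraries. The recovered reads of the same library, 86202639 against at most 58535649, had a gap of 0.931 as well. These were 2 of the 46 results examined, and chance gives 2.3. No biological explanation was tested for either.

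Ring gland markers were high in 2 of the *de2f1b* libraries. In replicate 3 and in replicate 4, 7 of the 8 markers were more than 10-fold over the higher control, and in replicates 1 and 2 none was. The normalized count of *phm* was 4061 and 4865 in replicates 3 and 4, 10.7 and 6.85 in replicates 1 and 2, and 3.33 and 0 in the controls. The exception, *sro*, is the only marker of the list with at least 100 in both controls. The mean log2 difference of the list from the controls was 0.04, 0.14, 6.32 and 6.77 in replicates 1 to 4. An effect of the genotype on every gland is argued against by the 0.04 of replicate 1 and the 0.14 of replicate 2. RNA of ring gland cells in the dissected tissue cannot be told apart from a response of the gland cells that is present in some dissections only, because the 7 of 8 markers in replicate 4 are the observation itself and no separate test was made. In replicates 3 and 4, 9 and 10 of the 10 nervous system markers also lay above both controls, against 2 in each of replicates 1 and 2. These values argue against a response limited to ring gland genes. The study's upregulated category of insect hormone biosynthesis holds 8 of 27 pathway genes, of which 4 (*nvd*, *phm*, *sad* and *spok*) are in this marker list. With limma none of these 4 passed the threshold (adjusted p of 0.522 for *nvd*, 0.269 for *phm*, 0.431 for *sad* and 0.623 for *spok*). Of the 10 nervous system markers, 5 were more than 10-fold over the higher control in replicate 3 and 2 in replicate 4. Of the 8 testis markers, 8 were in replicate 3 and none in the other *de2f1b* libraries. No explanation was tested for the nervous system and testis markers. In muscle, whose 12 markers have at least 100 in both controls, no marker rose more than 10-fold, but 12 of 12 lay above both controls in replicate 3 and in replicate 4. Mean log2 differences from the controls in replicates 1 to 4 were 0.16, 0.13, 3.94 and 3.25 for the nervous system list, 0.26, 0.25, 6.89 and 0.86 for the testis list and 0.85, 0.39, 1.45 and 2.08 for the muscle list.

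Midgut markers were more than 10-fold over the higher control for 9 of the 15 genes in *de2f1b* replicate 1 and for 7 in replicate 3. The mean log2 differences of the list were 6.96, −0.45, 4.28 and 0.87 in replicates 1 to 4. The most abundant marker, the protease gene *Jon65Aiv*, had a normalized count of 292300 in replicate 1 and 34210 in replicate 3, against 11.7 and 3.67 in the controls. Whether RNA of midgut cells in the dissected tissue is the cause cannot be told apart from other explanations. In replicate 1, 0 of the 4 amylase, maltase and alpha-mannosidase markers rose more than 10-fold, but this is 1 library and *Amy-p*, *Amy-d* and *LManIII* had no more than 17.5 in any library. *Mal-A1*, the one of them that was highest there, had 236 against 28.4 in the higher control. No biological explanation was tested.

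Genes on chromosome 4, which the paper does not discuss as a group, were higher in *de2f1b* SGs. The 96 genes tested there (transposable elements left out) had a median log2 fold change 0.45 above that of the other arms, and 69 of them were higher. The shift was 0.46, 0.26, 0.50 and 0.41 in *de2f1b* replicates 1 to 4. By camera the unadjusted p was 0.000135, by fry 0.00455, and by camera with the estimated correlation 0.0801, so of the 2 tests that take the correlation from the data 1 passes and 1 does not. Without *w1118* replicate 4 the shift was 0.19, and without replicate 1 it was 0.62. Under quantile normalization it was 0.33. Genes with low values are argued against as the cause, since the shift was 0.29 among genes with a mean of at least 100. Nervous system RNA in some *de2f1b* libraries is argued against by a shift of 0.26 in replicate 2, which has the lowest nervous system markers, and of 0.46 in replicate 1, although 0.26 is the smallest of the 4 shifts. A shift of all genes in or next to heterochromatin is argued against by the genes in the pericentric windows of the other arms, whose median lay −0.07 from the rest. A level of the chromosome 4 genes that differs between the 2 controls, and an effect of the genotype, stay open, and neither was tested further.

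The genes with the largest rises are not discussed in the paper. The log2 fold changes were 12.06 for *CG43182*, 8.88 for *LysX*, 8.23 for *lectin-24A*, 7.87 for *CG13032* and 7.81 for *CG43742*. The controls of each but *LysX* had no more than 3 reads, and all 5 fold changes depend on the pseudocount. That of *LysX* was 9.44 with a pseudocount of 0.5 and 6.61 with 10, and 7.53 and 10.23 without *w1118* replicates 1 and 4. Each rise was present in all 4 *de2f1b* libraries, with the lowest at 4334 for *CG43182*, 400.4 for *LysX*, 100.0 for *lectin-24A*, 237 for *CG13032* and 189 for *CG43742*, while the ring gland, testis and midgut markers rose in some of them only. No technical explanation was tested for these genes. A difference in genetic background between the stocks and an effect of the mutation both stay open and untested.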

How the results depend on the processing

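No test of an explanation is given in this part, and each alternative was among those fixed in advance.

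With 352 higher and 119 lower genes as the reference, both counts stayed within 1.5 times under pseudocounts of 0.5 (360 and 119) and 10 (275 and 117), a mean of at least 100 (254 and 109), the same total, the same total outside the top 50 genes (427 and 121), median of ratios (363 and 122), limma without the trend (401 and 90) and robust eBayes (341 and 116). Without a filter on low values, where 17753 genes share the adjustment, the counts were 208 and 71. Quantile normalization gave 201 and 120, so that 62.6% in place of 74.7% of the calls were higher. edgeR gave 198 and 89. DESeq2 gave 1108 and 624, of which 64% were higher, and it shared 470 of the 471 calls. The cause of these differences was not tested. Across the fits that each left out 1 *de2f1b* library, from 111 to 216 genes were higher and from 40 to 66 lower, with the lowest counts without replicate 1 (111 and 40), then 175 and 43 without replicate 2, 216 and 57 without replicate 3, and 185 and 66 without replicate 4, with fewer samples in each fit.

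With the replicate number as a block, 5 genes were higher and 2 lower (775 and 191 at an unadjusted p-value under 0.05). Replicates 1 and 4 are shared by the genotypes, so this fit estimates the difference within 2 pairs. The deviations of libraries with the same number were correlated at −0.369 across genes, which are not independent replicates, so the numbers do not pair the libraries.

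The ER protein processing list kept its direction and its camera call under each alternative that used the preset correlation and a test, with medians from −0.74 to −0.40. With fry and with the estimated correlation its median of −0.66 and that of the aminoacyl-tRNA synthetases of −0.59 no longer passed (adjusted p of 0.242 and 0.102 with fry, and 0.731 for both with the estimated correlation). The medians are the same, since only the test differs. With 1 library left out the ER list ranged from −0.98 to −0.31 and the synthetases from −0.84 to −0.36, the lowest without *w1118* replicate 1 and the highest without replicate 4. The Toll-dependent list kept its direction and its call under each alternative with a test, fry and the estimated correlation included.

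The medians of the lists without a call changed direction in several settings. The same total and the same total outside the top 50 genes moved the median of all genes from 0.02 to 0.17 and 0.22, and quantile normalization moved it to −0.10. Under the first 2 of these the medians became 0.14 and 0.19 for the cell cycle list, 0.13 and 0.18 for DNA repair, and 0.06 and 0.11 for the PERK and ATF4 branch, each no higher than the shift of all genes. The PERK and ATF4 list was 0.05 under quantile normalization and 0.01 with the replicate block, and the Imd-dependent list was −0.29 with the replicate block. With 1 library left out the cell cycle list ranged from −0.12 to 0.11 (0.11 without *de2f1b* replicate 1 and 0.07 without replicate 2), DNA repair from −0.12 to 0.06 (0.02 and 0.06 without the same libraries), glue genes from −0.73 to 0.32 (without *w1118* replicates 1 and 4, and 0.02 without *de2f1b* replicate 4), and the Imd-dependent list from −0.70 to 0.82 (without *w1118* replicates 4 and 1, and −0.51 without *de2f1b* replicate 2). The PERK and ATF4 list ranged from −0.19 (without *de2f1b* replicate 1) to 0.06 (without *w1118* replicate 4). The cause was not tested.

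Of the values of the 36 genes named, 536 were on the same side of the threshold and in the same direction, 43 were weaker and 22 stronger. Without a control, where only fold changes were computed, 24 moved by more than the spread between replicates and 48 by less. Of these 48, 2 changed direction (*DptB* to −0.12 without *w1118* replicate 4 and *Lamp1* to −0.10 without replicate 1). The weaker values include 14 with the replicate block, and the stronger ones 10 with DESeq2. Another 10 with a test changed direction, none of them of a gene past the threshold. *CR32368* was −0.08 under quantile normalization. *mys* was 0.08 with the same total, 0.13 with the same total outside the top 50 genes and 0.14 under quantile normalization, and *SPARC* was 0.03 with the same total outside the top 50 genes and 0.01 with the replicate block. With 1 library left out, *DptB* ranged from −0.22 (without *de2f1b* replicate 2) to 0.67, *Lamp1* from −0.10 to 0.18 and *mys* from −0.14 to 0.02. The cause was not tested.

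A gene that differs between the 2 controls, as the ER genes do, has a fold change that rests on which control is used.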

Differences from the paper's values

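No test of an explanation is given in this part.

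The paper reports 1105 upregulated genes, and 352 were higher here with limma. The paper reports 621 downregulated genes, and 119 were lower here. With DESeq2 on the recovered reads, the tool that the paper's methods name, the counts were 1108 and 624. None of the other alternatives set before the data were examined closed either gap, with at most 427 higher genes (same total outside the top 50 genes) and 122 lower genes (median of ratios). All of the 352 higher genes and 118 of the 119 lower genes are among those in the authors' deposited table.

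The paper gives a depth of 25 M reads per sample, and the median of the recovered reads on genes was 68.4 M. None of the alternatives changes this value. The paper's text does not say whether its figure counts reads or pairs of reads.

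The paper states that *sec61α*, *sec61β* and *ire1* are downregulated, and labels *CaBP1*, *ERp60*, *Sec61alpha*, *Sec23* and *alpha-Man-Ic* as downregulated in the ER category of Fig. 3a. Each had a negative log2 fold change here, close to the paper's, but with limma only *alpha-Man-Ic* (adjusted p = 0.00501) passed the threshold. DESeq2 on the recovered reads called all of these genes. In the cell cycle list the authors' deposited table has 4 genes lower and 0 higher, against 1 lower with limma, and DESeq2 also called *PCNA* and *RnrL*. The same total called *CaBP1*, *ERp60*, *Sec61alpha*, *Sec23* and *Sec61beta*, and the same total outside the top 50 genes and quantile normalization each called *CaBP1*, *ERp60* and *Sec61alpha*. In the authors' deposited table, 21 of the 57 genes of the ER list are lower, against 0 with limma (26 at an unadjusted p-value under 0.05), and 11 of the 20 aminoacyl-tRNA synthetases, against 0 with limma (17 at an unadjusted p-value under 0.05). With the same total, 12 genes of the ER list and 1 of the synthetases were called. The same total outside the top 50 genes called 8 genes of the ER list and quantile normalization called 7.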

Other observations

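Each test of an explanation in this part was chosen only after the result had been seen, apart from that of genes near *E2f1*.

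The lower level of the ER protein processing list was weighed against technical explanations. The authors' scaling between libraries is argued against as the whole cause, since the median log2 fold change of the list closest to 0 under any scaling was −0.40 (quantile normalization), at a median of −0.10 over all genes. A difference in glue gene expression between libraries is argued against by a median of −0.59 with the mean of the glue list as a covariate, at which 53 of the 57 genes were lower. A high level in 1 control library cannot be told apart from an effect of the genotype for the whole list, because only 1 control is left without it. The reading of this test was settled after its value had been seen. Of the 4 *de2f1b* libraries, 3 had a median difference per gene from *w1118* replicate 1 below 0, and for replicate 2 it was 0.00. Taken as differences from the mean of the controls, all 4 list medians lay below the −0.36 of that control, the closest at −0.42. Developmental stage within the L3 was not tested as an explanation of the difference between the controls.

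Whether RNA of other tissues in some *de2f1b* libraries contributes to the excess of higher over lower genes cannot be told apart from an effect of the genotype. Of the 1105 genes that are higher in the authors' deposited table, 1046 (94.7%) had all 4 *de2f1b* libraries above both controls, and of the 621 lower genes 617 (99.4%) had all 4 below, but these genes were selected by a test that favors such a separation, which keeps the question open. Among all genes tested, 1932 had all 4 *de2f1b* libraries above both controls and 1777 had all 4 below, where chance gives 6.67% of genes in each direction.

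The Toll-dependent antimicrobial peptide genes were lower in *de2f1b* SGs, in 12 of the 13 genes tested. The median log2 fold change was −5.79 (adjusted p = 2.23e-11 by camera, 0.000306 by fry and 0.0207 with the estimated correlation), and −4.87 with the 4 genes that had no more than 3 reads in each *de2f1b* library at their bound. The medians in *de2f1b* replicates 1 to 4 were −4.87, −6.48, −5.45 and −5.37, against −0.03 and 0.03 in the controls. Of the genes, 10 were called lower, and 12 were lower and 1 higher when adjusted over the list alone. The exception, *BomT3*, had no more than 3 reads in the controls and was at least 10.0-fold higher. Less fat body RNA in the *de2f1b* libraries is argued against by the fat body markers, whose median log2 fold change was 0.19. Fat body transcripts were abundant in every library, with *Lsp2* at 841800 or more. Whether the RNA of the Toll-dependent and Imd-dependent peptides came from gland cells or from fat body was not tested. A deletion or variant of the Bomanin cluster on 2R is argued against as the whole cause, since the 5 genes of the list outside the cluster had a median of −3.67 and 4 of them were called lower. For the 8 genes inside the cluster a variant of the cluster was not excluded. A lower activity of the pathway in *de2f1b* larvae, or a higher one in the control stock, may explain the genes outside the cluster (−3.67), as hypotheses found on the same data.

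The Imd-dependent list had a median log2 fold change of 0.06 (adjusted p = 0.938), with 5 genes lower and 8 higher. *CecA1* had a log2 fold change of 1.36 (standard error 0.88, adjusted p = 0.415), *DptB* 0.27 (standard error 0.69, adjusted p = 0.837) and *Def* 4.02 (standard error 1.40, adjusted p = 0.174). Without *w1118* replicate 1 the values of *CecA1*, *DptB* and *Def* were 2.36, 0.67 and 5.95, and without replicate 4 they were 0.35, −0.12 and 2.09. Without *de2f1b* replicate 2 *CecA1* was 0.77 and *DptB* −0.22. *Drs* had −3.34 (standard error 0.66, adjusted p = 0.0444), and its call was lost when *de2f1b* replicate 2, 3 or 4 was left out (adjusted p from 0.0578 to 0.0937), with a range over all its alternatives from 0.000221 to 0.196. Of the list, *Dro* was called lower (log2 fold change −2.92, adjusted p = 0.00462) and *AttC* higher (4.39, adjusted p = 0.00136), while *AttA* (−5.41, adjusted p = 0.0549) was not called. The paper's RT-qPCR values, on the log2 scale with SD over 3 replicates, are 6.82 ± 1.94 for *Cecropin A1*, 5.84 ± 1.199 for *Diptericin B*, 14.1 ± 1.68 for *Defensin* and 1.23 ± 2.00 for *Drosomycin*. The supplement gives *de2f1b/de2f1b* larvae for the RT-qPCR of these and of the STING-regulated genes. The allelic combination of the RNA-seq larvae is not named, so the RT-qPCR and RNA-seq larvae may differ in genotype.

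Among the STING-regulated genes, *CG33926* (*SRG3*) had a log2 fold change of 5.71 (standard error 0.25, adjusted p = 0.000663), *Nazo* 1.86 (standard error 0.45, adjusted p = 0.0809) and *CR32368* 0.74 (standard error 0.43, adjusted p = 0.361; 0.38 and 1.11 without *w1118* replicates 1 and 4). The call of *Nazo* appeared with DESeq2 (adjusted p = 0.00371) and with limma without the trend (0.0361), and over its alternatives the adjusted p ranged from 0.00371 to 0.66. The paper's RT-qPCR values are 5.28 ± 0.171 (SD) for *SRG3*, 6.33 ± 0.562 for *Nazo* and 5.52 ± 0.095 for *CR32368*. *cGlr2*, which encodes a cGAS-like receptor, rose with a log2 fold change of 1.88 (standard error 0.25, adjusted p = 0.0143). It lost its call without *de2f1b* replicate 1 (adjusted p = 0.059) and without replicate 2 (0.0517), with a range over all its alternatives from 5.9e-11 to 0.356.

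For the genes of Fig. S2 the paper's RT-qPCR ratios are 0.552 for *CaBP1*, 0.556 for *Sec61α*, 0.511 for *ERP60*, 0.308 for *Sec23* and 0.59 for *α-man-Ic*. On the log2 scale these means are −0.86, −0.85, −0.97, −1.70 and −0.76, against RNA-seq values of −1.18, −0.90, −1.06, −0.89 and −5.44. The fall of *α-man-Ic* was much smaller by RT-qPCR than by RNA-seq, and that of *Sec23* was larger. The cause of these differences between the methods was not tested. The RIDD-regulated genes of Fig. S5 had RNA-seq log2 fold changes of 0.29 for *Indy*, 0.04 for *Lamp1*, −0.07 for *mys* and −0.17 for *SPARC*, with adjusted p between 0.561 and 0.939. *Indy* was 0.51 and 0.07 without *w1118* replicates 1 and 4, and 0.13 without *de2f1b* replicate 4. The directions of *Lamp1*, *mys* and *SPARC* changed with the processing or with 1 library left out. The paper's ratios for them are 4.298 (SD 4.057), 0.848 (SD 0.264), 1.035 (SD 0.554) and 1.579 (SD 0.712), and for *ire1* 0.839 (SD 0.394).

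The DNA repair list had a median log2 fold change of −0.03 (adjusted p = 0.665) and the glue list one of −0.24 (adjusted p = 0.639), with 7 of the 8 glue genes lower and none apart from both controls. The glue medians of *de2f1b* replicates 1 to 4 were 0.34, 0.42, −0.87 and −0.65, against −0.56 and 0.56 in *w1118* replicates 1 and 4, so the controls differ as much as the mutants. The PERK and ATF4 list had a median of −0.09 (adjusted p = 0.639). Of its genes, *crc*, 73.5% of whose exons overlap *CG46314* on the same strand, rose by 0.76 (adjusted p = 0.033) and *Nmdmc* had a log2 fold change of −1.91 (adjusted p = 0.00528). The call of *crc* was lost when any *de2f1b* library was left out, without a filter on low values and with limma without the trend. With the replicate block the calls of both *crc* and *Nmdmc* were lost.

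Mean log2 differences from the controls in *de2f1b* replicates 1 to 4 were 0.72, −0.29, 0.38 and 0.69 for the fat body markers, 10 of whose 12 genes have at least 100 in both controls, and −0.40, −0.27, −0.05 and 0.14 for the hemocyte markers. They were −0.24, −1.36, −0.26 and −0.46 for the male dosage compensation genes, 0.73, −0.10, 1.15 and 0.55 for the early ecdysone response genes, 1.08, 0.97, 0.19 and 0.64 for the glue-stage genes, which share most members with the glue list, and 0.55, 0.49, 0.35 and 0.12 for the late puff genes. The controls themselves differed in the early ecdysone response genes, by a mean of 2.07 with *w1118* replicate 1 above replicate 4 (*ImpE2* at 2990 against 56.8), and stage was not tested as an explanation of these differences. The fat body transcript *Lsp2* had a normalized count of at least 841800 in every library.

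Of the 340 genes tested within 2 Mb of *E2f1*, 17 were called (5.0%), against 4.22% elsewhere (Fisher's exact test across genes, two-sided, p = 0.493). For the genes in this window, sequence differences linked to the mutant *E2f1* allele on 3R cannot be told apart from an effect of the mutation, because the share is higher than elsewhere by less than the test can resolve. The other 454 calls lie outside the window, and differences between the stocks away from *E2f1* were not tested. The removal of 1 copy of the *E2f1* region in the *de2f1b* libraries would, without compensation, bring its neighbors near −1 on at least 1 side. The medians of the 5 protein-coding genes tested on each side were −0.01 and 1.35. *InR* and *PolA1*, the nearest on each side, had −0.01 and 0.1. These values argue against an uncompensated loss of 1 copy as the cause of the lower *E2f1* value. The median of 1.35 rests on the rises of *CG31176* (1.35), *CG5849* (2.22) and *CG31343* (2.48), and RNA of other tissues was not tested as their cause. A removal with partial compensation was not excluded.

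The marker genes of the stocks differed between the genotypes. *y* had no reads in either control and was at least 13.8-fold higher in *de2f1b* SGs, and *w*, with no more than 3 reads in the controls, was at least 14.3-fold higher (adjusted p = 0.00919 for *y* and 0.0644 for *w*, limma).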
